# Maternal Nutrient Restriction Disrupts Gene Expression and Metabolites Associated with Urea Cycle, Steroid Synthesis, Glucose Homeostasis, and Glucuronidation in Fetal Calf Liver

**DOI:** 10.3390/metabo12030203

**Published:** 2022-02-24

**Authors:** Susumu Muroya, Yi Zhang, Kounosuke Otomaru, Kazunaga Oshima, Ichiro Oshima, Mitsue Sano, Sanggun Roh, Koichi Ojima, Takafumi Gotoh

**Keywords:** fetal programming, glucuronidation, fetal growth restriction (fgr), liver, maternal nutrient restriction, steroid synthesis, urea cycle

## Abstract

This study aimed to understand the mechanisms underlying the effects of maternal undernutrition (MUN) on liver growth and metabolism in Japanese Black fetal calves (8.5 months in utero) using an approach that integrates metabolomics and transcriptomics. Dams were fed 60% (low-nutrition; LN) or 120% (high-nutrition; HN) of their overall nutritional requirements during gestation. We found that MUN markedly decreased the body and liver weights of the fetuses; metabolomic analysis revealed that aspartate, glycerol, alanine, gluconate 6-phosphate, and ophthalmate levels were decreased, whereas UDP-glucose, UDP-glucuronate, octanoate, and 2-hydroxybutyrate levels were decreased in the LN fetal liver (*p* ≤ 0.05). According to metabolite set enrichment analysis, the highly different metabolites were associated with metabolisms including the arginine and proline metabolism, nucleotide and sugar metabolism, propanoate metabolism, glutamate metabolism, porphyrin metabolism, and urea cycle. Transcriptomic and qPCR analyses revealed that MUN upregulated *QRFPR* and downregulated genes associated with the glucose homeostasis (*G6PC*, *PCK1*, *DPP4*), ketogenesis (*HMGCS2*), glucuronidation (*UGT1A1*, *UGT1A6*, *UGT2A1*), lipid metabolism (*ANGPTL4*, *APOA5*, *FADS2*), cholesterol and steroid homeostasis (*FDPS*, *HSD11B1*, *HSD17B6*), and urea cycle (*CPS1*, *ASS1*, *ASL*, *ARG2*). These metabolic pathways were extracted as relevant terms in subsequent gene ontology/pathway analyses. Collectively, these results indicate that the citrate cycle was maintained at the expense of activities of the energy metabolism, glucuronidation, steroid hormone homeostasis, and urea cycle in the liver of MUN fetuses.

## 1. Introduction

Maternal undernutrition (MUN) during gestation in mammals causes retardation of fetal development, which is a typical fetal growth restriction (FGR; also known as intrauterine growth restriction) [1]. Low levels of calories, proteins, fats, and/or micronutrients in pregnant maternal diets impair the growth and metabolism of fetal organs in mammals, including humans [1]. MUN results in low birth weight and restricted growth of organs such as the brain, heart, skeletal muscle, liver, thymus, and kidney in rats [2] and sheep [3]. Even if there is no phenotypic impact, gene expression and metabolites in fetal organs are altered due to physiological adaptations in response to low nutrient levels, which are linked to epigenetic changes, including DNA methylation in mise and rats [4]. This epigenetic mechanism is thought to promote the development and growth of MUN fetal organs to establish a thrifty constitution in nutrient-restricted dams during gestation in mammals [5]. MUN predisposes the fetus to metabolic disorders, which cause prolonged disrupted homeostasis in the offspring, such as insulin resistance. Metabolic disruption can lead to obesity, type II diabetes, hypertension, apoplexy, and cardiac infarction in the adulthood of MUN offspring [5]. Although MUN affects fetuses and offspring of nutrient-restricted dams differently, the impact of MUN on FGR depends on the animal species, gestational stage, extent and period of restriction, and types of restricted nutrients such as protein and calories [6]. In livestock production, MUN causes huge economic losses to farm animal producers. It is necessary to avoid MUN, especially in meat animal production, by appropriate management of dams with careful monitoring. In addition, farm animals such as sheep are good models to investigate the impact of MUN on human fetuses and offspring due to the high similarity to human placental and fetal development compared to rodents [7], especially in terms of the developmental origin of metabolic disease in adulthood. 

The liver is one of the organs most susceptible to MUN [2]. Disruption of the liver has an adverse impact on the entire body owing to its regulatory role in the systemic metabolism of energy, nutrients, and xenobiotics for homeostasis and physiological adaptation. The liver growth and metabolism of fetuses in global nutrient/calorie-restricted dams are impaired in rats, guinea pigs, and sheep [8,9,10,11]. Based on previous analyses of gene expression and metabolite content, metabolism of energy substrates, including glucose and fatty acids, and the networks of metabolic regulatory factors/receptors, such as insulin-like growth factors (IGFs), leptin, and glucocorticoids, are disrupted in fetuses or offspring of calorie-restricted mice [12], global nutrient-restricted sheep [10,13], protein-restricted pigs [14], and global nutrient- and protein-restricted cattle [15,16]. Elevated oxidative stress and reduced antioxidant activity have also been observed in sheep fetuses of calorie-restricted [11] and global nutrient-restricted dams [17]. In addition, gene expression associated with cholesterol biosynthesis, an essential metabolic process for hormone synthesis in the liver, was reduced in the fetal or offspring liver of protein-restricted rats [18], global nutrient-restricted rats [19], and sheep [20]. Moreover, the phenotypes of the offspring from global nutrient-restricted dams have shown that MUN adversely programmed the metabolism of the fetal liver in utero, and the programmed effect lasted for the long term in sheep, even in adulthood [10,13]. Metabolic disorders in the liver of offspring could also have negative effects on other organs through a disrupted regulatory role in systemic homeostasis. However, the impact of MUN on liver metabolism in fetuses and offspring is poorly understood, especially the genes/metabolism that are most affected by MUN in cattle. 

Recently, we demonstrated that amino acid (AA) metabolism and gene expression associated with energy metabolism (apelin receptor, carnitine palmitoyltransferase 1B, uncoupling protein 2, etc.), glucose homeostasis (enolase 3, glucose-6-phosphate isomerase, fructose bisphosphatase 2, etc.), and angiogenesis (angiopoietin-like 4, NO synthetase 2, NO synthetase 3) were decreased in the *longissimus* muscle of fetal calves from global nutrient-restricted dams during the entire gestation period compared with unrestricted fetuses [21]. This suggests that insufficient energy in MUN fetuses reduced the use of AAs for protein synthesis at the expense of skeletal muscle growth and development. In MUN fetal calves, skeletal muscle development was disrupted based on the analyses of histochemistry and gene expression associated with myogenic regulatory factors (under review). In MUN fetal carcasses, pronounced growth restriction of the liver, kidney, thymus, spleen, heart, lung, rumen, omasum, and large intestine has been observed, as well as restriction of 12 skeletal muscles [22]. Given that glucose and fatty acid metabolism were disrupted in the fetal muscle of low nutrition (LN) dams, we hypothesized that the function of the liver, the central regulator of systemic energy and hormone metabolism, could also be disrupted in response to insufficient energy substrates from dams to the placenta. 

In the present study, we aim to elucidate the effects of MUN on fetal liver metabolism in Japanese Black (JB) cattle. To address this, we used a design in which pregnant dams are fed on low nutrient (LN) and high nutrient (HN) diets (based on protein, fat, and energy contents) during the entire gestation (until month 8.5 post-conception). The LN and HN treatments were set to 60% and 120% of the recommended nutrient level, respectively, for the pre-pregnant body weight (BW) of JB cattle as was in the previous studies [21,22]. We analyzed changes in the metabolome and transcriptome in the fetal liver in an integrative approach using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and microarray analysis. Subsequently, we performed bioinformatic analysis of the metabolomic and transcriptomic data to understand the impact of MUN on fetal liver metabolism.

## 2. Results

### 2.1. Fetal Carcass Traits

First, we investigated the effect of MUN on the growth of the whole body and liver of fetal calves. The BW and liver weight of the LN group were lower than those of the HN group (*p* ≤ 0.05), whereas the percentage of liver weight in the BW group did not differ (*p* > 0.05) (Table 1). The ratios of BW and liver in the LN group to those in the HN group were 0.72 and 0.78, respectively. Thus, MUN markedly decreased the mass of liver in fetuses of the LN group [22]. 

### 2.2. Metabolomic Profile of Fetal Liver

To assess the effect of MUN on fetal liver metabolism, metabolomic differences were analyzed using CE-TOFMS (Table 2). In the CE-TOFMS analysis, four fetuses with the highest BW in the HN group and four with the lowest BW in the LN group were used for the analysis. In total, 278 peaks detected by MS were annotated as metabolites (Table S1). Among these metabolites, the levels of aspartate, betaine aldehyde (BTL), glycerol, 3-aminopropane-1,2-diol (3-APRP-1,2-diol), alanine, 6-phosphogluconate (6-PG), ophthalmate (*p* ≤ 0.05), *N*^6^,*N*^6^,*N*^6^-trimethyllysine, and γ-Glu-Ser (*p* ≤ 0.10) were higher in the fetal livers of the LN group than in those of the HN group (Table 2). The levels of 4-amino-3-hydroxybutyrate (4-Amino-3-HBA), 2-aminoethylphosphonate (2-AEP, also known as ciliatine), uridine 5′-diphosphate (UDP)-glucuronate, UDP-glucose (UDP-Glc)/UDP-galactose (UDP-Gal), *N*^5^-ethylglutmine, 2-hydroxybutyrate (2-HBA), octanoate, Gly-Leu (*p* ≤ 0.05), methionine sulfoxide, and gluconate (*p* ≤ 0.10) were lower in the LN fetal liver than in the HN fetal liver.

The fetal liver samples were classified into LN and HN groups by unsupervised hierarchical clustering analysis (HCA) using the top 50 significantly different metabolites between the LN and HN groups. Figure 1 shows that aspartate, BTL, glycerol, 3-APRP-1,2-diol, alanine, 6-PG, ophthalmate, and coenzyme A (CoA) were more abundant in the LN group, whereas 2-AEP, UDP-Glc/UDP-Gal, *N*^5^-ethylglutamine, UDP-glucuronate, 2-HBA, octanoate, gluconate, pantothenate, flavin adenine dinucleotide (FAD), 3-hydroxy-3-methylglutarate (3-HMGA), 4-amino-3-HBA, cystathionine, dimethylglycine, and succinylhomoserine were more abundant in the HN group. The HCA result indicates that these metabolites highly contribute to the discrimination of the fetal liver samples between the two nutrient levels. Thus, the fetal liver of the LN group was characterized by abundant metabolites (aspartate, BTL, glycerol, alanine, 6-PG, ophthalmate, CoA) and less abundant metabolites (2-AEP, UDP-Glc/UDP-Gal, UDP-glucuronate, gluconate, pantothenate, FAD, and 3-HMGA). 

To understand biological processes associated with differentially expressed metabolites between the LN and HN groups, this study performed metabolite set enrichment analysis (MSEA) of the top 50 differentially expressed metabolites. The differentially expressed metabolites were significantly associated with the metabolic pathways of the urea cycle, malate-aspartate shuttle, AAs (arginine, proline, glutamate, tyrosine, aspartate), starch and sucrose, nucleotide sugars, propanoate, β-alanine, purine, porphyrin, betaine, and glycerolipid (*p* ≤ 0.01) (Table 3). The metabolic pathways associated with the Warburg effect, pantothenate and CoA biosynthesis, lactose synthesis, sphingolipids, androgens, and estrogen (*p* ≤ 0.05) were also significantly extracted (Table 3).

### 2.3. Effect of MUN on the Gene Expression Profile of the Fetal Liver

MUN-mediated metabolic alterations in the LN fetal liver may result from disrupted gene expression. To investigate the association between MUN-induced metabolic alterations and gene expression, a microarray-based gene expression analysis was performed using liver RNA samples. RNA was extracted from four fetuses with the highest BW in the HN group and four fetuses with the lowest BW in the LN group. 

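Liver RNA of 4 LN and 4 HN fetuses was hybridised to Agilent bovine arrays in 1 colour, with 1 fetus per array in the sample labels. A general description of the series speaks of RNA pooled within each group, and the 8 arrays are treated here as 8 fetuses. By the paper's methods, the lightest LN and the heaviest HN fetuses were taken. The dams of the LN fetuses received 60% of their nutritional requirement and those of the HN fetuses 120%. All 4 LN arrays lay on 1 slide and all 4 HN arrays on another, in 2 scans, so slide, scan and group cannot be told apart. The authors' scanner software gave each spot a background-subtracted intensity, without normalization between arrays. Of 43803 spots per array, between 32635 and 33371 were well above background in LN (median 33291) and between 33254 and 34369 in HN (median 33585), and 0 spots were saturated. Here log2 of these intensities was quantile normalized over 43637 probes, after 16 probes marked as outliers on an array were left out. A probe counted as detected when it was well above background on at least 4 of the 8 arrays, which 33439 probes were. Accessions of 26740 probes were matched to 12603 genes, and a gene was represented by its detected probe with the highest mean log2 signal. LN and HN were compared with limma, 2-sided, with Benjamini-Hochberg adjustment over the detected probes. With 4 fetuses against 4, the smallest p that an exact permutation test can give is 0.0286, and the number of arrays limits the precision of every difference.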

Of the 12,568 unique genes detected, the expression levels of 132 genes in the fetal liver varied > two-fold between the LN and HN groups (63 upregulated and 69 downregulated genes in the LN group). 

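A detected probe was found for 10860 genes. The mean log2 signal of 67 genes was more than 2-fold higher in LN than in HN, and that of 62 genes was more than 2-fold lower. Of these 129 genes, 68 had an unadjusted limma p of at most 0.05, and the values of 25 did not overlap between the 2 groups. By limma, 0 of 33439 detected probes passed an adjusted p of 0.05 (lowest adjusted p = 0.634), against 2113 at an unadjusted p of 0.05 and 1672 expected by chance. With another background correction (normexp), which added an offset of 50 to every spot, 19 genes were more than 2-fold higher and 16 lower. Such an offset shrinks the differences of dim probes by construction, since the median signals of the arrays lay between 62.99 and 105.5. Without HN fetus L3, 98 genes were more than 2-fold lower.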

The fetal liver samples were classified into LN and HN groups by HCA using the 237 microarray probe signals of differentially expressed genes (201 unique genes, *p* ≤ 0.05) between the LN and HN groups (Figure 2).

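At an unadjusted limma p of 0.05, 1119 probes were higher and 994 lower in LN, and they belonged to 1070 matched genes. Without HN fetus L10 the number of probes was 1333. Adding a difference of more than 2-fold left 169 probes, 77 of them higher and 92 lower in LN. Average-linkage clustering of the 8 fetuses on these 169 probes, with 1 minus Pearson's correlation as the distance, placed 0 of 8 fetuses on the other group's side of the first division. On all 33439 detected probes, chosen without regard to group, 3 of 8 fetuses lay on the other side, with L6, L9 and L3 apart from L5, L8, L1, L2 and L10. Correlations between fetuses of the same group had a median of 0.984 and those between groups 0.983. When the same choice of probes was repeated for the other 34 divisions of the 8 fetuses into 4 and 4, 27 of them also separated completely. From the clustering on chosen probes, the paper states that the samples were classified into LN and HN.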

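The gene with the largest fall in LN was G6PC, which the reference table lists as G6PC1 (NM_001076124). Its log2 signal was 7.29 ± 1.62 in LN and 10.76 ± 1.90 in HN (mean ± SD, n = 4 fetuses each), a log2 difference of -3.47 (standard error 1.04, exact permutation p = 0.0571, limma adjusted p = 0.760). HN fetus L3, at 7.93, lay among the LN fetuses. With each fetus left out in turn, the difference stayed between -4.43 and -2.78. PCK1 (NM_174737) differed by -1.98 (standard error 0.59, exact permutation p = 0.0857, limma adjusted p = 0.760), and its other detected probe by -2.33. FKBP1B (NM_001098158) differed by -2.13 (standard error 0.70, exact permutation p = 0.0286, limma adjusted p = 0.760), with every LN fetus below every HN fetus. The difference of IGFLR1 (NM_001099167) was -2.08 (standard error 0.91, exact permutation p = 0.171, limma adjusted p = 0.785), and its SD of 2.13 in LN exceeded it. For DPP4 (NM_174039), the brightest of 3 detected probes differed by -0.73 (exact permutation p = 0.114, limma adjusted p = 0.785) and the other probes by -1.86 and -2.21. By the brightest probe of each gene, DPP4 ranked 132 among the falls, after G6PC at 1, FKBP1B at 3, IGFLR1 at 4 and PCK1 at 7.

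**Figure D1:**
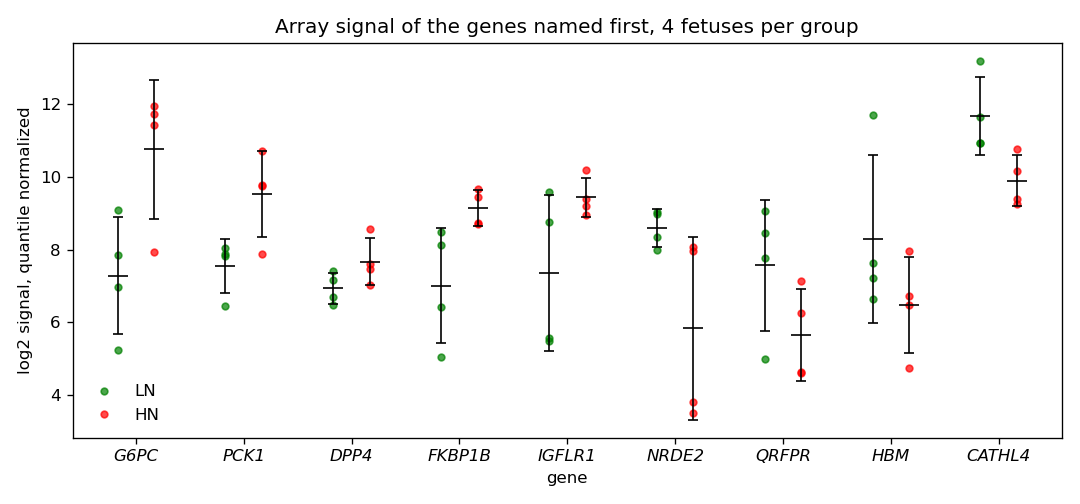
Quantile-normalized log2 array signal of 9 genes in 4 LN fetuses (green) and 4 HN fetuses (red), with the group mean and SD as bars. The LN and HN values overlap for all of these genes except FKBP1B and CATHL4.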

The top five downregulated genes in the LN group were glucose-6-phosphatase, catalytic subunit (*G6PC*), phosphoenolpyruvate carboxykinase 1 (*PCK1*, cytoplasmic *PEPCK*), dipeptidyl-peptidase 4 (*DPP4*), FK506 binding protein 1B (*FKBP1B*), and IGF like family receptor 1 (*IGFLR1*). 

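Among genes higher in LN, NRDE2 (NM_001206507) had a log2 signal of 8.60 ± 0.51 in LN and 5.84 ± 2.52 in HN (mean ± SD, n = 4 fetuses each). The difference was 2.76 (standard error 1.07, exact permutation p = 0.0571, limma adjusted p = 0.770), and HN fetuses L1 and L10, at 7.96 and 8.07, lay close to the LN fetuses. QRFPR (NM_001192681) was 1.91 higher (standard error 0.91, exact permutation p = 0.114, limma adjusted p = 0.787). CATHL4 (NM_174827) was 1.78 higher (standard error 0.54, exact permutation p = 0.0286, limma adjusted p = 0.760), without overlap between LN and HN. HBM (NM_001083768) was 1.83 higher (standard error 1.11, exact permutation p = 0.257, limma adjusted p = 0.814), and 0.68 higher without LN fetus L5, whose signal was 11.72. LOC520402 was not analysed here, since 0 probes were matched to it. Among genes higher in LN, NRDE2 ranked 3, QRFPR 4, HBM 5 and CATHL4 7.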

The top five upregulated genes in the LN group were necessary for RNA interference domain-containing (*NRDE2*), pyroglutamylated RFamide peptide receptor (*QRFPR*), proteoglycan 3 (*LOC520402*), hemoglobin subunit mu (*HBM*), and cathelicidin 4 (*CATHL4*). The downregulation of *G6PC*, *PCK1*, *DPP4*, *FKBP1B*, and *IGFLR1* (*p* ≤ 0.05) and the upregulation of *QRFPR* (*p* = 0.019) and *CATHL4* (*p* = 0.079) in the fetuses of the LN group were validated using qRT-PCR (Figure 3). 

The microarray analysis results suggested that MUN affected the expression of genes associated with glucose homeostasis (*G6PC*, *PCK1*, and *QRFPR*) and fatty acid metabolism (*DPP4*) in the fetal liver of the LN group. Moreover, MSEA revealed that MUN altered the metabolic pathways associated with the urea cycle, AA metabolism, nucleic acid metabolism, and steroid hormone metabolism, which are specific to the roles of hepatocytes. Therefore, this study focused on the genes related to liver metabolism (Figure 4). 

The qPCR results showed that the expression levels of *HMGCS2*, *FADS2* (*p* ≤ 0.01), *FBP1*, *UGT1A1*, *UGT1A6*, *UGT2A1*, *HSD17B6*, *HSD11B1*, *ANGPTL4*, *APOA5*, *EHHADH*, *ASS1*, *CPS1* (*p* ≤ 0.05), *ENO3*, *ALDOC*, *FDPS*, *ARG2*, and *ASL* (*p* ≤ 0.10) were downregulated in the LN fetal liver. In contrast, the expression of *MT1A*, *MT1E*, and *MT2A* was upregulated in the LN fetal liver (*p* ≤ 0.05). Thus, these data indicate that MUN affects the expression of fetal liver genes associated with ketogenesis (*HMGCS2*), glycolysis (*ALDOC*, *ENO3*), gluconeogenesis (*G6PC*, *PCK1*, *FBP1*), glucuronidation (*UGT1A1*, *UGT1A6*, *UGT2A1*), cholesterol synthesis (*FDPS*, *HSD11B1*, *HSD17B6*), lipid metabolism (*ANGPTL4*, *APOA5*, *EHHADH*, *FADS*), the urea cycle (*ARG2*, *ASL*, *ASS1*, *CPS1*), bile acid synthesis (*ACOX2*), and mineral absorption (*MT1A*, *MT1E*, *MT2A*). The expression of *DPP4* and *QRFPR*, genes associated with energy metabolism, was also negatively and positively affected, respectively.

### 2.4. GO Analysis of MUN-Associated Metabolic Pathways

Analysis of differentially expressed genes between the LN and HN groups revealed that MUN modulated the gene expression associated with hepatic metabolism. 

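Of the genes that the paper names, 60 were measured on the arrays, 39 of them lower and 21 higher in LN. Of these 60, 25 had an unadjusted limma p of at most 0.05, 0 passed an adjusted p of 0.05 over all detected probes, and 0 passed when adjusted over the list alone (lowest limma adjusted p = 0.0730). Many of these genes were chosen from the same arrays, so the count over the list alone is not independent evidence. The groups did not overlap for 7 of the 60 genes, where chance gives 2.86% of genes. Without HN fetus L1, 16 had an unadjusted limma p of at most 0.05.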

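By the brightest detected probe of each gene, 849 genes were more than 1.25-fold higher and 937 genes more than 1.25-fold lower in LN. When the arrays were scaled to their 75th percentile in place of quantile normalization, the numbers were 612 and 1433, and 70.1% of these genes were lower in place of 52.5%.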

To understand the pathways in which the differentially expressed genes were enriched, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using genes whose expression in the LN fetal liver was > 1.25-fold upregulated (1397 genes) or downregulated (1537 genes) when compared with those in the HN fetal liver (Table 4 and Table 5).

The downregulated genes in the LN fetal liver were significantly enriched in the following KEGG pathways: biosynthesis of antibiotics, glycolysis/gluconeogenesis, PPAR signaling pathway, peroxisome, protein digestion and absorption, tyrosine metabolism, metabolism of xenobiotics by cytochrome P450, and fatty acid degradation (*p* ≤ 0.001, Table 4). In addition, the downregulated genes were associated with GO terms (biological process) such as cholesterol biosynthetic process, fatty acid homeostasis, monocyte chemotaxis, cellular response to interferon-gamma, glucose homeostasis, chemokine-mediated signaling pathway, urea cycle, and neutrophil chemotaxis (*p* ≤ 0.001).

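Lists of genes for terms of Table 4 and Table 5 were compiled by hand and tested with limma's camera (preset inter-gene correlation 0.01), adjusted over 38 lists. Of 13 lists written with Table 4 in mind, 10 were lower in LN at an adjusted p of 0.05 and 0 were higher. Among them, collagen, bile acid synthesis and UDP glucuronosyltransferase genes are not themselves terms of Table 4. Some of these lists share genes, such as ADH4, so they are not separate results. The median log2 difference was -0.14 over 56 PPAR signalling genes (camera adjusted p = 6.32e-04), of which 39 were lower. It was -0.070 over 66 peroxisome genes (camera adjusted p = 0.0217) and -0.11 over 21 tyrosine metabolism genes (camera adjusted p = 0.0231). For fatty acid degradation it was -0.096 over 30 genes (camera adjusted p = 0.0204). For xenobiotic P450 and conjugation genes it was -0.050 over 34 (camera adjusted p = 0.0153), and it was 0.014 without LN fetus L6 and 0.0047 without HN fetus L10. The 5 genes of the UDP glucuronosyltransferase list were all lower, with a median of -0.91 (camera adjusted p = 4.26e-04). UGT3A2 among them, from another family than the UGT genes that the paper names, differed by only -0.040. UGT2B10, at -1.94, was dim, with a mean log2 signal of 3.48. With the correlation estimated from the data, or with fry, 0 of 38 lists passed an adjusted p of 0.05 (lowest adjusted p 0.354 and 0.110), while by Fisher's exact test on genes over 1.25-fold, which takes genes as independent, 20 did. A median as large in size came with 4 of 35 divisions of the fetuses into 4 and 4 (LN against HN included) for PPAR signalling, 2 for peroxisome, 3 for tyrosine metabolism, 10 for fatty acid degradation, 25 for xenobiotic genes and 2 for UDP glucuronosyltransferases. Without HN fetus L10 it was -0.052 for PPAR signalling, and -0.037 for peroxisome and -0.040 for fatty acid degradation genes, of which the last 2 lists no longer passed the threshold. Tyrosine metabolism, at -0.062 without LN fetus L6, did not pass either. From lower expression of genes for urea, steroids and glucuronate, the paper concludes that hepatic metabolism was suppressed in LN fetuses. It measured such genes by qPCR as well, in more fetuses than the arrays, and reports higher aspartate and lower UDP-glucuronate in LN liver. The arrays are thus only a part of its evidence.

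**Figure D2:**
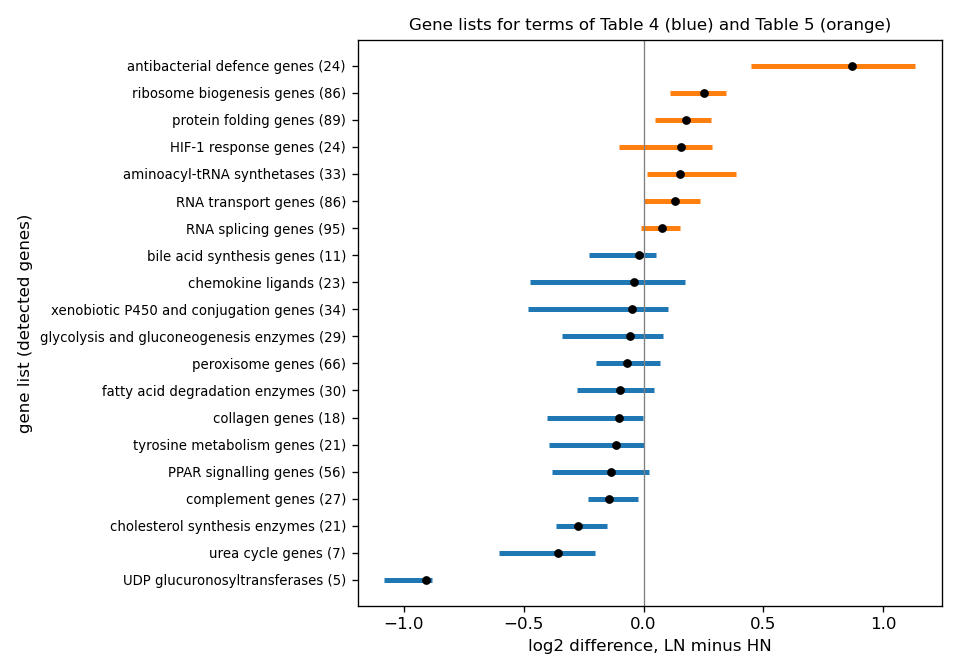
Median (dot) and interquartile range (bar) of the log2 difference, LN minus HN, over the detected genes of each list, for terms of Table 4 (blue) and Table 5 (orange). The blue lists of collagen, bile acid synthesis and UDP glucuronosyltransferase genes are not themselves terms of Table 4. The median runs from -0.91 for UDP glucuronosyltransferases to 0.87 for antibacterial defence genes.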

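Among lists for GO terms of Table 4, 20 of 21 cholesterol synthesis enzymes were lower in LN, with a median log2 difference of -0.27 (camera adjusted p = 0.0153). Without HN fetus L10 the median was 0.019, so the direction of the list depends on this fetus. Chemokine ligands had a median of -0.038 over 23 genes (camera adjusted p = 0.0673), and it turned to 0.0082 with no filter on dim probes, while Fisher's exact test on genes over 1.25-fold gave an adjusted p of 5.21e-04. Complement genes had a median of -0.14 over 27 genes (camera adjusted p = 0.0485). Of lists that are not terms of Table 4, collagen genes had a median of -0.10 over 18 (camera adjusted p = 0.0304). Bile acid synthesis genes had -0.019 over 11 (camera adjusted p = 0.697). Collagen genes, at -0.023 without HN fetus L2, and complement genes, at -0.074 without LN fetus L9, then no longer passed the threshold. Of 35 divisions of the fetuses, 17 gave a median as large in size for cholesterol synthesis, 12 for complement, 24 for collagen, 28 for chemokine ligands and 30 for bile acid synthesis.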

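Of 7 lists for terms of Table 5, 6 were higher in LN at a camera adjusted p of 0.05 and 0 were lower. Ribosome biogenesis genes had a median log2 difference of 0.25 (camera adjusted p = 5.49e-13), with 78 of 86 genes higher. The median was 0.13 over 86 RNA transport genes (camera adjusted p = 2.38e-05) and 0.15 over 33 aminoacyl-tRNA synthetases (camera adjusted p = 2.38e-05). HIF-1 response genes had a median of 0.16 over 24 genes, which did not pass the threshold by camera (adjusted p = 0.0957) and passed by Fisher's exact test on genes over 1.25-fold (adjusted p = 0.0338). Without LN fetus L6 their median was 0.052. Without HN fetus L10, the medians of these other 3 lists, in the order above, were 0.15, 0.086 and 0.10, each past the threshold. Medians as large in size came with 3 of 35 divisions of the fetuses for ribosome biogenesis, 3 for RNA transport, 3 for HIF-1 response and 1 for aminoacyl-tRNA synthetases. For mineral absorption, MT1A was 0.93 higher (standard error 0.38, exact permutation p = 0.0286, limma adjusted p = 0.785) and MT2A 1.23 higher (standard error 0.44, exact permutation p = 0.0571, limma adjusted p = 0.760). MT1E, listed as LOC613358 in the reference table, was 0.99 higher (standard error 0.48, exact permutation p = 0.114, limma adjusted p = 0.787). With each fetus left out in turn, MT1A stayed between 0.52 and 1.20, MT1E between 0.48 and 1.36 and MT2A between 0.84 and 1.47. HN fetus L10 had the lowest signals, at 15.17 for MT1A, 14.68 for MT1E and 12.55 for MT2A.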

Meanwhile, the upregulated genes in the LN fetal liver were enriched in the following KEGG pathways: ribosome biogenesis in eukaryotes, RNA transport, aminoacyl-tRNA biosynthesis, protein processing in endoplasmic reticulum, HIF-1 signaling pathway, MAPK signaling pathway, and mineral absorption (*p* ≤ 0.05) (Table 5). The upregulated genes were also associated with the following GO terms (biological process): rRNA processing, protein folding, defense response to bacteria, chaperone-mediated protein folding requiring cofactors, ribosome biogenesis, RNA splicing, and negative regulation of growth (*p* ≤ 0.01). 

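Protein folding genes had a median log2 difference of 0.18 (camera adjusted p = 1.45e-06), with 70 of 89 genes higher in LN. The median of RNA splicing genes was 0.078 over 95 genes (camera adjusted p = 0.00709). Antibacterial defence genes had a median of 0.87, with 19 of 24 genes higher (camera adjusted p = 1.22e-05). With each fetus left out in turn, this median stayed between 0.56 and 1.16. Most antibacterial defence genes, with the cathelicidins and MPO among them, are also in the list of granulocyte granule genes given further below. A larger share of granulocytes in LN liver would thus raise this list too. RNA splicing genes, at 0.043 without HN fetus L10, then no longer passed the threshold. Of 35 divisions of the fetuses, 1 gave a median as large in size for protein folding, 3 for RNA splicing and 7 for antibacterial defence.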

## 3. Discussion

### 3.1. Levels of Nutrients for Dams to Be Compared in the Present Study

Our study did not include animals that were fed 100% of their nutrient requirement. In a previous study investigating the effect of MUN on fetuses in female baboons, no significant differences in fetal body and liver weight were observed between dams fed on 70% and 100% of nutritional requirements during early-to-mid gestation period [23]. A similar result was obtained from a comparison between providing 85% and 140% of the required metabolic energy for cow feeding [24], suggesting that a relatively small restriction in maternal nutrition level may not lead to significant phenotypic effects on fetal carcasses. According to their results, a nutrient level within the range of 85 to 140% may not lead to significant differences in the fetal liver. Furthermore, a highly broad range of nutrient levels should be taken, employing the lowest level as much as possible. The 60% was considered as a minimum level to avoid accidents of pregnant cows [25]. During the last two months of gestation, Japanese Feeding Standard for Beef Cattle (JFSBC, 2008 ed.) recommends 125% and 141% levels of total TDN and CP, respectively, when the nutrient levels required for maintenance are considered as 100%, for pregnant Japanese Black cows [25,26]. Taking these previous studies into account, we considered that 120% of the requirement was an appropriate option as a counterpart treatment to the low level of 60%.

We considered it necessary to use an experimental design that caused a significant phenotypic alteration to understand the molecular basis underlying the phenotypic effect of MUN on fetal liver development, as discussed in our previous study [21]. Consequently, it was concluded that 120% of the requirement was an appropriate option as a counterpart treatment to the low level of 60%. Under these experimental conditions, a significant reduction in fetal liver mass was observed in the LN group [22]. This enabled us to further investigate the molecular mechanism underlying the effect of MUN on fetal liver growth in this study. Thus, we also focused on 60% and 120% of the nutrient requirement for comparison; however, 100% of the requirement might be the best nutritional standard level and is important to study as a control level to evaluate the nutritional effect, which might differ from cases using 60% and 120% levels.

### 3.2. Major Impacts of MUN on Fetal Liver

In this study, MUN altered the metabolomic profile of the fetal liver. Among various maternal nutritional restriction conditions, we examined the effects of restriction of global nutrition including protein, fat, and total digestible nutrients (TDNs), during whole gestation. This nutrient-restricted condition markedly decreased BW and liver weight in fetuses, as well as the skeletal muscles, kidney, thymus, spleen, heart, lung, and rumen [22]. The liver plays a pivotal role not only in the biosynthesis of bile acid, cholesterol, and steroid hormones but also in the energy metabolism and excretion of NH_3_ and xenobiotics, which are essential for the homeostasis of systemic metabolism. Maternal nutrient restriction during gestation adversely affects liver size and metabolism in fetuses [2], the mechanism of which is not fully understood. In the current study, we observed alterations in various metabolite levels and gene expression in the liver of LN fetuses associated with AA metabolism, glycolysis/gluconeogenesis, ketogenesis, steroid biosynthesis, the urea cycle, mineral absorption, primary bile acid synthesis, and lipid metabolism (Figure 5). The levels of ATP and AMP and the AMP/ATP ratio were not significantly different between the LN and HN groups. This suggests that energy balance was maintained in the LN fetal liver to the same level as in the HN fetal liver at the expense of whole energy consumption in nutrient-restricted conditions.

### 3.3. Fetal Liver Metabolites and Metabolisms Affected by MUN

#### 3.3.1. Amino Acid Metabolism and Urea Cycle

Aspartate and alanine levels were significantly increased in the liver of LN fetuses; however, few studies have reported alterations in AA levels in the fetal liver of nutrient-restricted mothers during pregnancy, except for an example of arginine alteration in fetal rats [8]. Aspartate is associated with the urea cycle [27] (Table 3), arginine and proline metabolism, glutamate metabolism, tyrosine metabolism, and purine metabolism [28]. In the initiation step of urea synthesis, aspartate participates in the reaction with *ASS* to generate argininosuccinate as the donor of the amino group [29]. Aspartate can also be converted to oxaloacetate (OAA), which is further mobilized for energy production through the malate-aspartate shuttle. In the present study, aspartate accumulated in the liver of LN fetuses, indicating that the urea cycle was suppressed (Figure 5). This is consistent with the reduced expression of genes associated with the urea cycle, namely *CPS1*, *ASS1*, *ASL*, and *ARG2* (Figure 4) [30]. Suppression of the urea cycle is indicated by the results of the GO analysis (Table 4). 

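Of 7 detected urea cycle genes, 6 were lower in LN, with a median log2 difference of -0.36 that did not pass the threshold (camera adjusted p = 0.0530) and was -0.15 without LN fetus L5. The list passed under 5 of 18 alternatives, among them leaving out LN fetus L9 (-0.58) or HN fetus L3 (-0.52), and by Fisher's exact test on genes over 1.25-fold (adjusted p = 0.00697). A median as large in size came with 4 of 35 divisions of the fetuses. The differences were -0.59 for CPS1 (standard error 0.33, exact permutation p = 0.200, limma adjusted p = 0.799), -0.31 for ASS1 (standard error 0.26), -0.36 for ASL (standard error 0.37) and -0.88 for ARG2 (standard error 0.72). Each of these genes overlapped between LN and HN. With each fetus left out in turn, CPS1 ran from -0.88 to -0.30 and ASS1 from -0.52 to -0.15. ASL then ran from -0.58 to -0.081 and ARG2 from -1.41 to -0.37, so the sizes depend on single fetuses and the direction does not. CPS1 was 14.74 in LN fetus L5, far from the other LN fetuses, and 16.62 in HN fetus L2.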

Increased aspartate can be used as a precursor of the energy substrate for gluconeogenesis. However, in energy-restricted LN fetuses, as the expression of gluconeogenetic genes was reduced, aspartate could participate in the citrate cycle by being converted to OAA and being introduced into the malate-aspartate shuttle, rather than in gluconeogenesis or the urea cycle.

#### 3.3.2. Metabolisms Associated with Energy Production

Alanine, a major substrate of gluconeogenesis in the liver [31], was one of the AA increased in the LN group. Intriguingly, alanine was significantly increased in the *longissimus* muscle [21] and plasma (unpublished data) of LN fetuses. In LN fetuses, alanine increased in the muscle and could be transferred to the liver for energy production in the citrate cycle. However, as was the case with aspartate, the increased alanine was not likely to be utilized for gluconeogenesis because the gluconeogenic genes, *G6PC*, *FBP1*, and *PCK1* [32,33], were significantly suppressed in the LN group (Figure 4 and Figure 5). Genes encoding glycolytic enzymes, *ALDOC* and *ENO3*, were also downregulated, which could lead to an increase in gluconate-6P. These results were confirmed by the results of GO and KEGG pathway analyses showing that the downregulated genes were associated with glycolysis and gluconeogenesis (Table 4), which means that glycolysis/gluconeogenesis was suppressed in the liver of LN fetuses. 

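The 29 detected glycolysis and gluconeogenesis enzymes had a median log2 difference of -0.056 (camera adjusted p = 0.0217), and 18 of them were lower in LN. Without HN fetus L2 the median was -0.013, the list did not pass the threshold under 8 of 18 alternatives, and 16 of 35 divisions of the fetuses gave a median as large in size. The mean of the list was -0.25 with all 8 fetuses, and the list holds G6PC and PCK1. FBP1 differed by -0.42 (standard error 0.17, exact permutation p = 0.114, limma adjusted p = 0.785) and ENO3 by -0.34 (standard error 0.14, exact permutation p = 0.0286, limma adjusted p = 0.785), the latter without overlap between LN and HN. HKDC1, a hexokinase of the list, was 1.32 higher in LN (standard error 0.44, exact permutation p = 0.0571, limma adjusted p = 0.760). ALDOC was not analysed here, since 0 probes were matched to it.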

Furthermore, *DPP4* was downregulated by MUN participate in glucose homeostasis. *DPP4* is associated with reduced insulin sensitivity and increased hepatic fat accumulation [34,35,36]. In lactating cows with subclinical ketosis, non-esterified fatty acids and triglycerides were decreased by intravenous injection of DPP4 [37]. Our results showed that *DPP4* expression was suppressed in the livers of the LN group. In addition, the system of QRFPR (also known as *GPR103*) and its peptide ligand RFa26 is involved in the regulation of food intake in the hypothalamus, as well as in glucose metabolism and energy metabolism [38], and it is thought to play a role in the development of obesity [38]. The RFa26/QRFPR system enhances the effect of insulin on glucose uptake in L6 myotubes [39] and induces fatty acid uptake and TAG accumulation in 3T3-L1 differentiated cells [40]. Intriguingly, MUN increased *QRFPR* expression in the livers of the LN group. Taken together, our results suggest that MUN affects liver glucose homeostasis and fatty acid metabolism through *DPP4* and *QRFPR* pathways in the fetuses of the LN group. 

The suppressed expression of gluconeogenetic genes *G6PC* and *PCK1* (*PEPCK*) was also observed in the fetal sheep livers of ewes fed a globally nutrient-restricted diet during gestation [41]. In contrast, in other studies examining fetuses of cows with protein restriction during the first trimester [16] or fetuses of goats with global nutrient restriction during 15 days in mid-gestation [42], expression of *G6PC*, *PCK1*, and/or glucose metabolism-related genes was activated in the liver of MUN fetuses compared with the control fetuses. The crucial ketogenic gene *HMGCS2* and genes associated with fatty acid metabolism were upregulated in the fetal liver of ewes fed a low-protein diet for 15 days in mid-gestation [20]. Together, these studies suggest that the activation or suppression of genes in MUN fetuses depends on the temporal and nutrient compositional conditions of maternal dietary restriction. Prolonged maternal restriction of global nutrients likely causes suppression of gluconeogenesis in the fetal liver. 

In contrast to genes involved in glycolysis/gluconeogenesis and energy substrate homeostasis, genes participating in the citrate cycle (e.g., *PC*, *CS*, *ACO1*, *MDH1*) were not downregulated in the LN group. Furthermore, ketogenesis was likely suppressed because of the reduced expression of *HMGCS2*, the key regulator initiating the ketogenic pathway [43] (Figure 4 and Figure 5). Collectively, these results suggest that energy substrates, such as AAs, were exclusively gathered in the citrate cycle, rather than glycolysis/gluconeogenesis, in the liver of the LN group. 

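The 25 detected citrate cycle genes had a median log2 difference of 0.039, and 15 of them were higher in LN (camera adjusted p = 0.697), with a median as large in size in 23 of 35 divisions of the fetuses. The direction of the list depended on the fetuses, with a median between -0.016 and 0.078 when each was left out in turn. PC differed by -0.30 (standard error 0.14, exact permutation p = 0.0857, limma adjusted p = 0.787) and CS by 0.51 (standard error 0.19, exact permutation p = 0.114, limma adjusted p = 0.765). ACO1 differed by 0.050 (standard error 0.16) and MDH1 by 0.14 (standard error 0.20), differences below their SDs in LN, and that of ACO1 turned to -0.0025 with scaling to the 75th percentile.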

The citrate cycle was likely prioritized as the energy production pathway in the fetal liver of the LN group. Hepatic metabolism, including the urea cycle, steroid synthesis, and glucuronidation, was suppressed to save the compounds that can be mobilized for energy production, based on the reduced expression of genes involved in the metabolism of urea, steroids, and glucuronate in the LN group (Figure 5). The energy substrate precursors were thought to be metabolized less in the above-mentioned hepatic pathways and preferentially mobilized into the citrate cycle rather than gluconeogenesis for glucose supply to peripheral tissues. Acetyl-CoA is thought to be a key metabolite for providing resources for glycolysis and energy production (citrate cycle and ketogenesis), AA metabolism, fatty acid metabolism, steroid synthesis, and glucuronidation (Figure 5) [28]. The acetyl-CoA content did not differ between the LN and HN groups, possibly because of the altered distribution that made the limited amount of acetyl-CoA more for the citrate cycle and less for other pathways.

#### 3.3.3. Steroid Biosynthesis

MUN also impacts steroid biosynthesis, a vital metabolism specific to the liver [44], adrenal gland, and placenta in fetuses [45]. Cholesterol synthesis is controlled by *HMGCS1* that generates 3-hydroxy-3-methylglutaryl-CoA (HMG-CoA) [46] from acetoacetyl-CoA, which has crucial impacts on synthesis of steroid hormone, bile acid, vitamin D, and components involved in plasma lipoproteins and cell membrane [43]. In the liver of LN fetuses, *HMGCS1* expression was not suppressed (Figure 5), as in the case of gene expression of the rate-determining enzyme HMG-CoA reductase (*p* > 0.10). 

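HMGCS1 differed by -0.34 between LN and HN on the log2 scale (standard error 0.61, exact permutation p = 0.629, limma adjusted p = 0.942). The difference was below its standard error, and without HN fetus L10 it was 0.12.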

Meanwhile, the gene expression of *FDPS*, downstream of the mevalonate pathway in cholesterol synthesis, was suppressed. Moreover, the expression of *HSD11B1* and *HSD17B6*, the genes associated with steroid synthesis, were also suppressed. *HSD11B1* plays a major role in converting cortisone to cortisol, which reactivates circulating glucocorticoids and regulates fuel metabolism, energy partitioning, and body fat distribution in a tissue-specific manner [47,48]. The expression of *ACOX2*, a gene involved in primary bile acid synthesis, was also suppressed. These results indicate that MUN resulted in the suppression of steroid and primary bile acid synthesis in fetal liver metabolism, as indicated by MSEA and GO analysis (Table 3 and Table 4). Cholesterol synthesis could be also adversely affected. Suppressed steroid synthesis by MUN potentially leads to disruption of the plasma membrane and systemic hormonal regulation, which are essential for fetal development and growth. In sheep, 30% maternal nutrient restriction for 15 days in mid-gestation suppressed gene expression regulating steroid and cholesterol synthesis, including *HMGCS1*, in the fetal liver [20]. Meanwhile, global maternal nutrient restriction of 60% level in goats activated hepatic gene expression related to steroid biosynthesis and bile secretion, but not *HMGCS1* [49], and increased metabolites related to bile acid metabolism, such as taurochenodeoxycholate and taurocholate [42]. Taken together with the suppression of *FDPS*, *HSD11B1*, and *HSD17B6* observed in this study, it is likely that MUN disturbs the gene expression and metabolism associated with steroid and bile acid synthesis in the fetal liver. The regulated genes, metabolites, and up/downregulation likely depend on MUN conditions. As mentioned above, energy substrates such as acetyl-CoA might be mobilized into the citrate cycle at the expense of the suppression of steroid and bile acid biosynthesis.

#### 3.3.4. Glucuronidation for Catabolism of Steroid and Drugs

In the fetal liver, glucuronidation-associated gene expression (*UGT*s) and metabolites such as UDP-glucuronate were lowered by MUN. Glucuronidation is essential for drug metabolism and catabolism that are specific roles of the liver [50]. UDP-glucose is a key metabolite in the synthesis of glucuronate via UDP-glucuronate and is further converted to glucuronate by *UGT1A1*, *UGT1A6*, and/or *UGT2A1* for subsequent glucuronidation of waste metabolites [50]. Endogenous substrates for glucuronidation include bilirubin, bile acids, and steroids, whereas xenobiotics such as drugs and pollutants are detoxified by UGT enzymes [51]. In the liver of LN fetuses, UDP-glucose/UDP-galactose and UDP-glucuronate levels were decreased, and the expression of *UGT1A1*, *UGT1A6*, and *UGT2A1* were suppressed (Figure 5). These results indicate that MUN affects glucuronidation, which potentially leads to a deficiency in drug and steroid catabolism. Although the effect of MUN on fetal liver UGT activity has never been examined, the nutrient restriction has been shown to affect UGT activity in the livers of adult cows [52]. For example, alterations in nutritional level and high fat content can affect the expression of *UGT1A1* and *UGT1A6* in the liver, possibly through proliferator-activated receptor α [53]. The effect of MUN on the metabolism of sugars and nucleotide sugars was indicated in the MSEA results (Table 4), which could have resulted from lowered *UGT* levels in the disturbed glucuronate pathway in the LN group. As in the case of steroid synthesis, the energy substrates in glucose metabolism might be mobilized into the citrate cycle at the expense of glucuronidation for the metabolism of drugs and waste such as steroid hormones and bilirubin. 

#### 3.3.5. Lipid and Fatty Acid Metabolisms

In LN fetuses, gene expression associated with lipid and/or fatty acid metabolism (*ANGPTL4*, *APOA5*, *EHHADH*, *FADS2*) was suppressed, which was also indicated by the PPAR signaling pathway and fatty acid homeostasis/degradation in the GO and KEGG analyses (Table 4). 

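On the arrays, FADS2 differed by -1.21 (standard error 0.70, exact permutation p = 0.171, limma adjusted p = 0.803) and APOA5 by -0.59 (standard error 0.25, exact permutation p = 0.0571, limma adjusted p = 0.785). ANGPTL4 differed by -0.75 (standard error 0.59), from a high signal in HN fetuses L2 and L10, and EHHADH by -0.47 (standard error 0.37). The 4 genes overlapped between LN and HN, and all were lower in LN.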

*DPP4*, one of the genes suppressed by MUN, is involved in Western-diet-induced hepatic steatosis through hepatic triacylglycerol and diacylglycerol accumulation [35]. Although lipids and fatty acids were not sufficiently profiled by CE-TOFMS metabolomics, the transcriptomic results indicated that lipid and fatty acid metabolism were affected by MUN. In accordance with alterations in gene expression, MSEA results showed that MUN affected the metabolism of propanoate in the liver of the LN group (Table 3), in which 4-amino-3-HBA, 2-HBA, and octanoate were decreased (Table 2). Propanoate metabolism in the ruminant liver is crucial for glucose production in peripheral tissues [31], in which propanoate can be metabolized into propanoyl-CoA by propanoyl-CoA synthetase [54] and further introduced into the citrate cycle. 2-HBA can be mobilized into 2-oxobutanoate by lactate dehydrogenase, then into propionyl-CoA, and finally into the citrate cycle via succinyl-CoA (KEGG pathway: bta00640). Accordingly, in the LN group, the 1.25-fold increase in CoA (*p* = 0.094) and the decrease in 2-HBA compared with the HN group might be associated with propanoate metabolism.

It is also notable that *ANGPTL4* and *APOA5* play important roles as regulators of triglyceride metabolism in other tissues, including adipose tissue, through the circulation [55,56,57]. Intriguingly, the expression of the hepatokine *ANGPTL4* also decreased in the skeletal muscle of the LN group [57]. This suggests that MUN alters systemic lipid metabolism not only in the liver but also in skeletal muscle and adipose tissues through disruption of *ANGPTL4* and *APOA5* expression in the fetal liver and/or skeletal muscle. In addition, ANGPTL4 upregulates cholesterol synthesis in the liver secondary to inhibition of LPL- and HL-dependent hepatic cholesterol uptake [58]. Accordingly, decreased *ANGPTL4* expression might be associated with suppression of LN hepatic cholesterol synthesis, with which decreased *HSD11B1* expression could be associated [59].

#### 3.3.6. Other Metabolites and Gene Expression

In the liver of the LN group, ophthalmate accumulated more than two-fold compared to that in the HN group. Ophthalmate is generated through consecutive reactions with γ-glutamylcysteine synthetase and glutathione synthetase; therefore, it is thought to be a biomarker of oxidative stress caused by a lack of glutathione, especially from liver disorders [60]. Given that ophthalmate generally accumulates in tissues with low cysteine content, our results suggest that the cysteine level in the LN group was relatively low. The increase in glutathione derivatives (lactosylglutathione, methylglutathione) in the LN group (Figure 1) might also be a byproduct of glutathione shortage. 

In the LN group, there were fewer upregulated genes in the qPCR results than the downregulated genes. According to GO and KEGG analyses, most of the upregulated genes in the microarray analysis were associated with the cellular translational system and process (Table 5), although a few were confirmed by qPCR. The upregulated genes (*MT1A*, *MT1E*, and *MT2A*) were associated with mineral absorption and negative regulation of growth. Metallothioneins (MTs) comprise MT1-MT4 subgroups and are considered to have multiple roles in the storage of essential metals, capture of toxic heavy metals, and reduction of the toxic effects of free radicals [61]. MTs are induced not only by metals and hormones but also by oxidative stress. Under MUN conditions, the expression of *MT1A*, *MT1E*, and *MT2A* could be induced by a shortage of essential metals, or otherwise by oxidative stress, which is in line with the ophthalmate accumulation observed in the liver of LN fetuses. 

As indicated by the increased ophthalmate and MT gene expression, oxidative stress was induced in the liver of the LN group. In the fetal liver of ewes fed diets with restricted calories [11] or global nutrients [17], downregulated gene expression and decreased antioxidant activity were observed, which could lead to increased oxidative stress [17]. The liver of the LN group in the present study could also suffer from oxidative stress caused by a deficiency in energy supply. 

In the LN group, 2-AEP levels were decreased in the liver. However, the correlation between FGR and 2-AEP has not yet been elucidated. Rats and other higher vertebrates cannot generate 2-AEP, which contains a carbon-phosphorus bond [62,63]. Ruminant protozoa can synthesize protein-bound and lipid-bound forms of 2-AEP as well as the free form of 2-AEP [64]. Recently, we reported that 2-AEP decreased in the skeletal muscle of LN fetuses [21]. In the rat liver, 2-AEP is incorporated into phosphonolipids, such as diacylglyceryl-AEP [65], which suggests that 2-AEP is a membrane component. Thus, 2-AEP in the bovine fetus may be taken up from pregnant cows through the placenta and utilized as a membrane component. However, the mechanism by which 2-AEP is decreased in the liver and skeletal muscle of LN fetuses remains unknown. Further studies are needed to examine the biological role of dysregulated 2-AEP in the LN fetal liver. 

The liver of the LN group also showed a higher level of 3-APRP-1,2-diol than that of the HN group by 2.62-fold of the LN/HN ratio. 3-APRP-1,2-diol is a sphingophospholipid found in the bacterial fraction of sheep rumen contents [66] but has never been reported in vertebrate tissues. In contrast to 2-AEP, which was decreased in both skeletal muscle and liver of the LN group, 3-APRP-1,2-diol was increased in the liver but was not detected in the muscle of the LN group [21]. Although the reason that 3-APRP-1,2-diol was increased in the LN group is unclear, it is likely that it came from the rumen of the pregnant cows through the placenta and that it might be taken up into the liver as an extraneous compound to be excreted. 

## 4. Materials and Methods

### 4.1. Animals and Dietary Treatments

This study was performed on 11 multiparous Japanese Black cattle (initial BW 488 ± 9.6 kg) at the Iriki farm of Kagoshima University and the farm of the Western Region Agricultural Research Center, NARO. Animals were maintained according to the Guide for the Care and Use of Experimental Animals [67]. The experimental design was approved by the Animal Care and Use Committee of the Kagoshima University (#A18007). Animal management was performed as described previously [21]. Briefly, individual diets were designed for pregnant Japanese Black cows to meet 60% or 120% of the energy requirement and other nutrients based on the standard diet that was calculated for BW before pregnancy, according to the JFSBC (2008 ed.) [25]. The diet comprised formula feed, total mixed ration, and rice straw, as designed previously [22]. The recommended contents of dry matter (DM), neutral detergent fiber, acidic detergent fiber, ash, CP, Ca, and phosphorus in the diet were 68.0%, 56.1%, 36.0%, 11.1%, 8.0%, 0.6%, and 0.3% of DM, respectively. Cows were randomly assigned to the LN (*n* = 5) and HN (*n* = 6) diet groups and were fed their respective diets during gestation. The metabolizable energy of the mixture feed for the 100% requirement was estimated as 8.56 MJ/kg DM. Cows were subjected to artificial insemination (AI) using male-sorted semen from an identical sire. In total, 11 fetuses were obtained from cows through cesarean section at the Kagoshima University Veterinary Teaching Hospital.

### 4.2. Sample Collection 

The fetuses were euthanized by exsanguination at day 260 ± 8.3 of gestation, after injecting lidocaine (AstraZeneca, Osaka, Japan) into the jugular vein. Liver samples were collected from the right side of the dissected fetal carcass, frozen with liquid nitrogen or soaked in RNAlater^®^ (Thermo Fisher Scientific, Tokyo, Japan), and stored at −80 °C until used for subsequent analyses.

### 4.3. Sample Preparation for CE-TOFMS

Among the 11 fetuses, those with the lowest BW in the LN group (*n* = 4) and those with the highest BW in the HN group (*n* = 4) were selected. Liver samples were subjected to metabolomic analysis. Frozen liver pieces (53.4–90.9 mg) were immediately immersed in a solution containing 50% acetonitrile and 10 μM internal standard solution 1 (Human Metabolome Technologies, Tsuruoka, Japan) at 0 °C and homogenized twice at 1500 rpm for 120 s. The samples were centrifuged at 2300 g at 4 °C for 5 min. The upper layer solution was filtered through a Millipore 5-kDa cutoff membrane. The filtrate was lyophilized, suspended in Milli-Q water, and analyzed using CE-TOFMS.

### 4.4. CE-TOFMS and the Data Analysis

CE-TOFMS was performed using an Agilent capillary electrophoresis system equipped with an Agilent 6210 time-of-flight mass spectrometer, Agilent 1100 isocratic high-performance liquid chromatography pump, Agilent G1603A CE-MS adapter kit, and Agilent G1607A CE-ESI-MS sprayer kit (Agilent Technologies, Waldbronn, Germany). The analytical conditions were identical to those used in a previous study [21]. 

Raw data were processed using MasterHands, as described previously [21]. Briefly, among the detected compounds, those annotated in the Human Metabolome Database (ver. 4.0, http://www.hmdb.ca/, accessed on 27 January 2022) or KEGG database (http://www.genome.jp/kegg/, accessed on 27 January 2022) were further analyzed. The relative contents of the annotated compounds were determined by comparing the peaks of compounds with the same MS properties. To compare the relative content of the compounds between the LN and HN groups, the peak areas were normalized to those of the internal standards and sample weights. The abundance of each compound used for comparative analysis was set to zero when the level of the compound was not detected. The file conversion of raw MS data, peak picking, reduction of noise, and alignment of data for multiple samples was conducted as previously described [21].

### 4.5. RNA Preparation and Complementary DNA (cDNA) Synthesis

For microarray analysis, total RNA was extracted from liver samples using the mirVana^TM^ microRNA isolation kit (Thermo Fisher Scientific, Tokyo, Japan) following the manufacturer’s instructions. RNA quantity and quality were determined using an Agilent Bioanalyzer 2100 with an RNA 6000 Pico kit (Agilent Technologies, Santa Clara, CA, USA). For polymerase chain reaction (PCR) analysis, total RNA was prepared using ISOGEN II (Nippon Gene, Toyama, Japan). cDNA synthesis was performed from total RNA using ReverTra Ace qRT-PCR Master Mix (Toyobo), following the manufacturer’s instructions.

### 4.6. Microarray Analysis

The fetuses analyzed were those with the lowest BW in the LN group (*n* = 4) and those with the highest BW in the HN group (*n* = 4). Total RNA samples from four fetuses from the HN and LN groups were applied to a Bovine (v2) Gene Expression 4 × 44K Microarray (Agilent). The signals of the hybridized probes were detected using an Agilent microarray scanner (Agilent). The results were normalized by the quantile method using GeneSpring GX (Agilent). Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database and can be accessed through the GEO Series accession number GSE191179 (http://www.ncbi.nlm.nih.gov/geo, accessed on 27 January 2022).

### 4.7. Quantitative Real-Time PCR (qRT-PCR) Analysis

Gene expression in the LN (*n* = 5) and HN (*n* = 6) groups was analyzed by qRT-PCR using a CFX96 thermal cycler (Bio-Rad, Hercules, CA, USA) with the QuantiTect SYBR Green PCR kit (Qiagen) and the primers are listed in Table S2. The ribosomal protein lateral stalk subunit P0 (*RPLP0*) was used as an internal control. Melting curve analysis was performed to confirm the specificity of amplification reactions.

### 4.8. Functional Annotation of Target Genes

The genes of interest were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (version 6.7, http://david.abcc.ncifcrf.gov, accessed on 27 January 2022) with Bos taurus as the background species to enrich GO terms and characterize the KEGG pathway terms defined by KEGG (http://www.genome.jp/kegg/, accessed on 27 January 2022) for the respective biological processes associated with the effect of MUN. Several of the differentially expressed genes involved in the extracted terms were further tested by qRT-PCR. 

### 4.9. Statistical Analyses

The effects of nutrient levels on metabolites and gene expression were tested. The data were analyzed using the two-sided Student’s *t*-test for metabolomics results or the one-sided Student’s *t*-test for PCR results, based on the trend of gene expression in microarray analysis. Differences were considered significant at *p* ≤ 0.05, or a trend at *p* ≤ 0.10. HCA and MSEA, using KEGG as a metabolite set library, were performed using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/MetaboAnalyst/faces/home.xhtml, accessed on 27 January 2022).

## 5. Conclusions

This study examined the effect of whole gestational MUN on fetal liver growth at the late gestational stage and revealed alterations in the expression of genes associated with glucose homeostasis, glucuronidation, steroid synthesis, and the urea cycle in the liver of LN fetuses. The levels of metabolites relevant to glucuronidation, such as UDP-glucuronate and UDP-glucose/UDP-galactose, were also decreased in the LN group. The downregulated glucogenic and ketogenic genes in the LN group suggest that glucose and ketone bodies were not generated in the liver for delivery to peripheral tissues, such as skeletal muscle and adipose tissue. Thus, it is likely that the liver of LN fetuses prioritizes energy saving for survival under MUN conditions at the expense of maintenance of energy homeostasis, hormonal regulation, nitrogen excretion, and waste metabolism. 

## Figures and Tables

**Figure 1:**
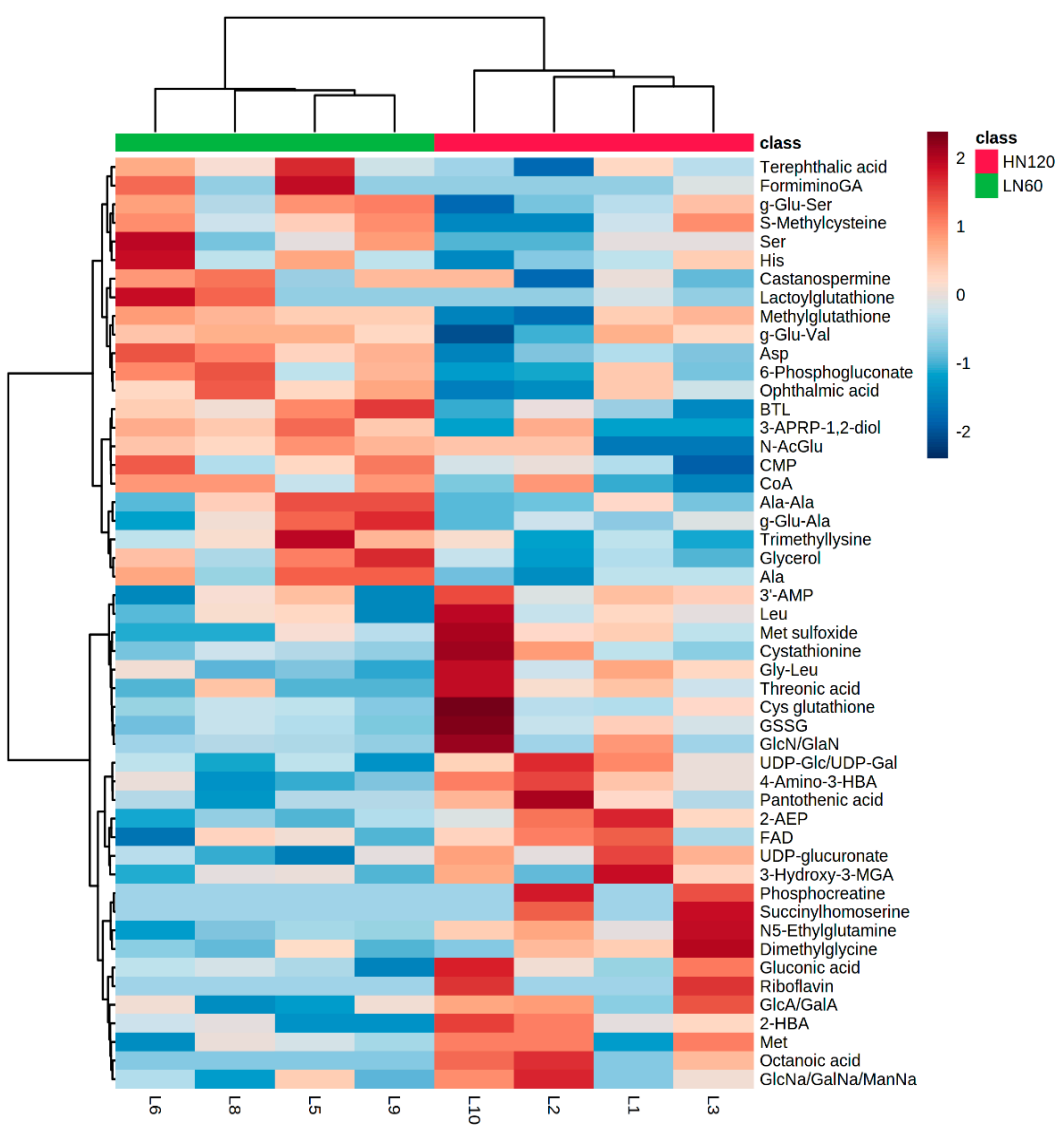
Heatmap of HCA using the top 50 statistically different liver metabolites between LN (green) and HN (red) fetuses. The row displays the metabolite, and the column represents the sample. Metabolites with relatively low contents are displayed in blue, while metabolites with relatively high contents are displayed in right brown. The brightness of each color corresponds to the magnitude of the difference when compared with the average value. FormiminoGA; formiminoglutamic acid, BTL; betaine aldehyde, 3-APRP-1,2-diol; 3-aminopropane-1,2-diol, N-AcGlu; *N*-acetyl glutamate, CMP; cytidine monophosphate, CoA; coenzyme A, 3′-AMP; 3′-adenosine monophosphate, GSSG; oxidized glutathione, GlcN/GalN; *N*-acetylglucosamine/*N*-acetylgalactosamine, GlcA/GalA; glucosamine/galactosamine, 2-HBA; 2-hydroxybutyrate, GlcNa/GalNa/ManNa; *N*-acetylglucosamine/*N*-acetylgalactosamine/*N*-acetylmannosamine, UDP-glucuronate; uridine 5′-diphosphate-glucuronate, 4-amino-3-HBA; 4-amino-3-hydroxybutyrate, 2-AEP; 2-aminoethylphosphonate, FAD; flavin adenine dinucleotide, 3-hydroxy-3-MGA; 3-hydroxy-3-methylglutarate, UDP-Glc/UDP-Gal; UDP-glucose/UDP-galactose. Amino acids and peptides are shown in three letter code.

**Figure 2:**
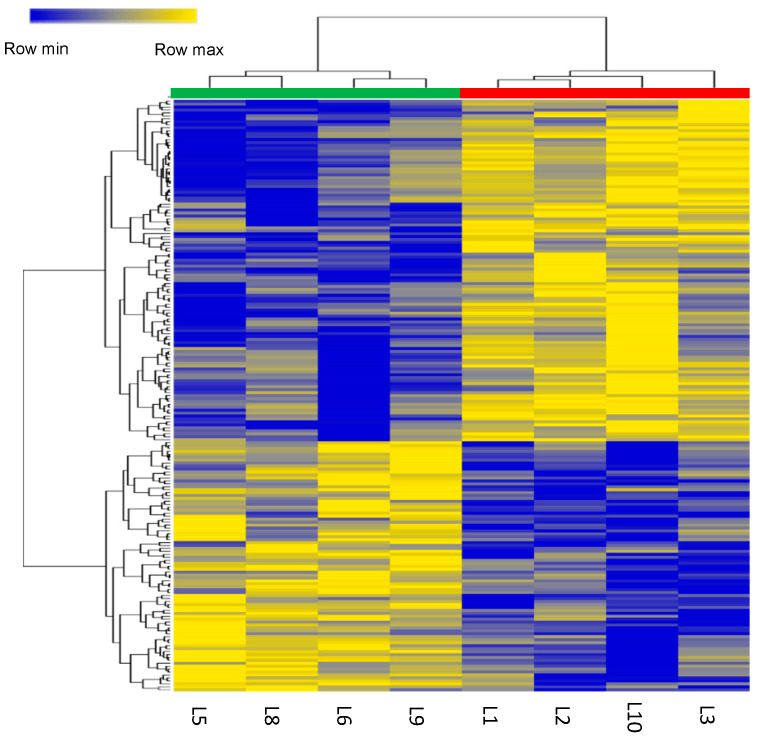
Heatmap of HCA using 201 differentially expressed genes (*p* ≤ 0.05) between the LN (green) and HN (red) fetal livers. The row displays the gene and the column represents the sample. Genes with relatively low contents are displayed in dark blue, while genes with relatively high contents are displayed in yellow. The brightness of each color corresponds to the magnitude of the difference when compared with the average value.

**Figure 3:**
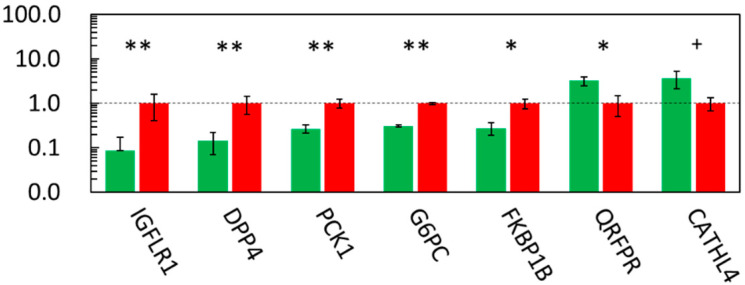
qPCR results of highly down- and upregulated fetal liver genes in microarray analysis. The ratios of the normalized gene expression of the LN (green) to HN (red) fetuses are shown as columns. Ribosomal protein lateral stalk subunit P0 (*RPLP0*) was used as the internal control. Error bars indicate SEM. **, *, and + indicate differences between the LN and HN fetuses at *p* ≤ 0.01, ≤0.05, and ≤0.10, respectively. *IGFLR1*; IGF like family receptor 1, *DPP4*; dipeptidyl-peptidase 4, *PCK1*; phosphoenolpyruvate carboxykinase 1, *G6PC*; glucose-6-phosphatase, catalytic subunit, *FKBP1B*; FK506 binding protein 1B, *QRFPR*; pyroglutamylated RFamide peptide receptor, *CATHL4*; cathelicidin 4.

**Figure 4:**
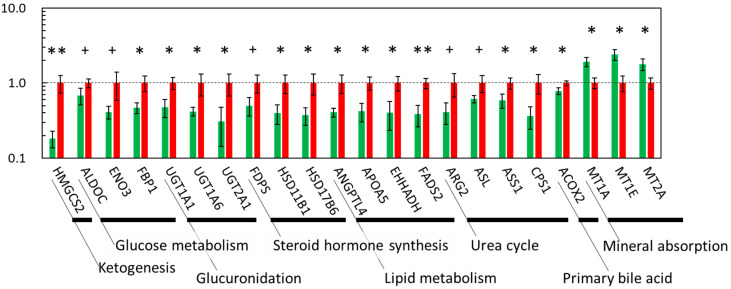
qPCR results of down- and upregulated fetal liver genes associated with essential liver metabolisms. The ratios of the normalized gene expression of the LN (green) to HN (red) fetuses are shown as columns. *RPLP0* was used as the internal control. Error bars indicate SEM. **, *, and + indicate differences between the LN and HN fetuses at *p* ≤ 0.01, ≤0.05, and ≤0.10, respectively. *HMGCS2*; 3-hydroxy-3-methylglutaryl-CoA synthase 2, *ALDOC*; aldolase, fructose-bisphosphate C, *ENO3*; enolase 3, *FBP1*; fructose-bisphosphatase 1, *UGT1A1*/*UGT1A6*/*UGT2A1*; UDP glucuronosyltransferase family-1 member A1 complex locus/-1 member A6 complex locus/-2 member A1 complex locus, *FDPS*; farnesyl diphosphate synthase, *HSD11B1*; hydroxysteroid (11-β) dehydrogenase 1, *HSD17B6*; hydroxysteroid (17-β) dehydrogenase 6, *ANGPTL4*; angiopoietin like 4, *APOA5*; apolipoprotein A-V, *EHHADH*; enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase, *FADS2*; fatty acid desaturase 2, *ARG2*; arginase 2, *ASL*; argininosuccinate lyase, *ASS1*; argininosuccinate synthase 1, *CPS1*; carbamoyl-phosphate synthase 1, *ACOX2*; acyl-CoA oxidase 2, branched chain, *MT1A*/*MT1E*/*MT2A*; metallothionein-1A/-1E/-2A.

**Figure 5:**
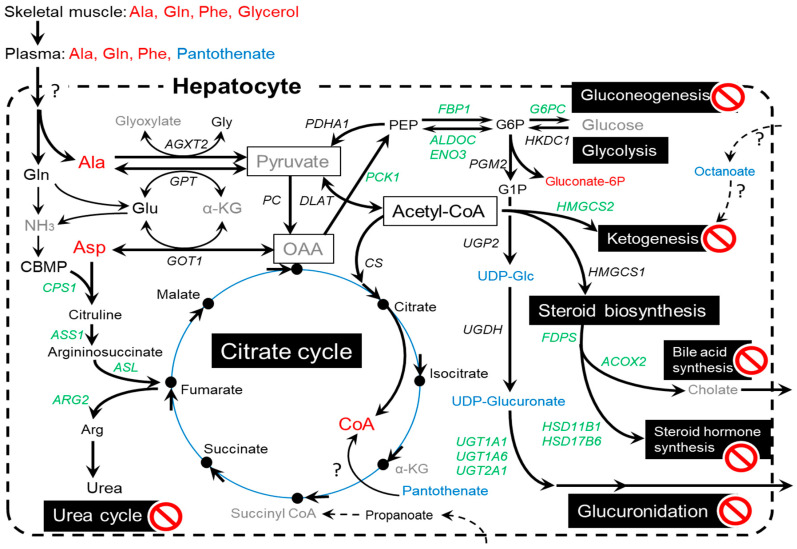
Hypothetic scheme of influences of maternal nutrient restriction on the fetal liver molecular pathways and metabolisms. Genes but not metabolites are italicized. Increased and decreased metabolites in the LN fetuses are indicated in red and blue, respectively. Green genes are downregulated in the LN fetuses. Grayed metabolites were not determined in this study.

**Table 1:** Phenotypic effect of maternal nutrient restriction on fetal liver.

	LN (*n* = 6)		HN (*n* = 5)		
	Mean *	SE *	Mean	SE	*p*-Value
Age (d)	260.7	1.6	261.6	1.5	0.684
BW (kg)	23.4	2.2	32.5	0.5	0.005
Liver (g)	487.3	41.8	627.6	19.8	0.020
%BW	2.1	0.07	1.93	0.03	0.071

* The values of the LN group were reported previously [21,22].

**Table 2:** Top 20 differently expressed metabolites in fetal liver between LN and HN groups *.

Compound	LN (*n* = 4)		HN (*n* = 4)		Ratio (LN/HN)	*p*-Value
	Mean	SE	Mean	SE		
Aspartate	16.500	0.559	11.750	0.545	1.40	0.002
4-Amino-3-hydroxybutyrate	0.009	0.001	0.017	0.001	0.55	0.012
2-Aminoethylphosphonate	0.043	0.005	0.097	0.013	0.44	0.013
Betaine aldehyde	0.088	0.008	0.045	0.007	1.95	0.014
UDP-glucose/UDP-galactose	0.133	0.014	0.225	0.019	0.59	0.015
*N*^5^-Ethylglutamine	0.320	0.022	0.558	0.057	0.57	0.015
UDP-glucuronate	0.248	0.017	0.335	0.016	0.74	0.019
2-Hydroxybutyrate	0.061	0.021	0.163	0.022	0.38	0.028
Glycerol	7.925	0.828	4.925	0.399	1.61	0.030
3-Aminopropane-1,2-diol	0.017	0.001	0.007	0.003	2.62	0.032
Alanine	31.750	1.431	26.500	0.829	1.20	0.033
Octanoate	0.002	0.000	0.013	0.003	0.19	0.035
6-Phosphogluconate	0.173	0.017	0.102	0.017	1.70	0.044
Gly-Leu	0.021	0.001	0.029	0.002	0.72	0.046
Ophthalmate	14.250	1.244	6.875	2.280	2.07	0.049
Pantothenate	0.170	0.009	0.230	0.022	0.74	0.071
*N*^6^,*N*^6^,*N*^6^-Trimethyllysine	0.130	0.009	0.103	0.006	1.26	0.084
γ-Glu-Ser	0.072	0.006	0.049	0.008	1.48	0.085
Methionine sulfoxide	0.007	0.003	0.019	0.005	0.36	0.091
Gluconate	0.308	0.020	0.400	0.035	0.77	0.092

* Values in table are relative content levels (arbitrary unit). LN and HN: Low and high nutrition treatment, respectively.

**Table 3:** Top 20 fetal liver metabolisms different between LN and HN fetuses *.

Metabolism/Pathway	Hits/Total Metabolites	*p*-Value	Increased in LN	Decreased in LN
Urea Cycle	2/29	0.0013	Asp, Ala	
Starch and Sucrose Metabolism	3/31	0.0014		Glucuronate, UDP-Glc, UDP-glucuronate
Malate-Aspartate Shuttle	1/10	0.0019	Asp	
Nucleotide Sugars Metabolism	3/20	0.0024		UDP-Gal, UDP-Glc, UDP-glucuronate
Arginine and Proline Metabolism	3/53	0.0034	Asp	FAD, Phosphocreatine
Propanoate Metabolism	3/42	0.0035	CoA	FAD, 2-HBA
Glutamate Metabolism	5/49	0.0036	Asp, Ala, CoA	FAD, GSSG
Beta-Alanine Metabolism	5/34	0.0050	Asp, His, CoA	FAD, Pantothenate
Tyrosine Metabolism	2/72	0.0065	Asp	FAD
Purine Metabolism	2/74	0.0065	Asp	FAD
Aspartate Metabolism	2/35	0.0065	Asp	FAD
Porphyrin Metabolism	2/40	0.0070		FAD, UDP-glucuronate
Galactose Metabolism	3/38	0.0072	Glycerol	UDP-Gal, UDP-Glc
Betaine Metabolism	4/21	0.0076	BTL	Dimethylglycine, FAD, Met
Glycerolipid Metabolism	3/25	0.0095	CoA, Glycerol	FAD
Warburg Effect	3/58	0.0116	6-Phosphogluconate, CoA	FAD
Pantothenate and CoA Biosynthesis	3/21	0.0138	CMP, CoA	Pantothenate
Lactose Synthesis	2/20	0.0148		UDP-Gal, UDP-Glc
Sphingolipid Metabolism	2/40	0.0170	Ser	UDP-Glc
Androgen and Estrogen Metabolism	1/33	0.0186		UDP-glucuronate

* Metabolisms and pathways that were extracted in MSEA using top 50 different metabolites are listed above. BTL; betaine aldehyde, CMP; cytidine monophosphate, CoA; coenzyme A, GSSG; oxidized glutathione, 2-HBA; 2-hydroxybutyrate, FAD; flavin adenine dinucleotide, UDP-glucuronate; uridine 5′-diphosphate-glucuronate, UDP-Glc; UDP-glucose, UDP-Gal; UDP-galactose. Amino acids and peptides are shown in three letter code.

**Table 4:** Altered fetal liver metabolisms and pathways extracted from downregulated genes *.

Category	Term	*p*-Value	Fold Enrichment	Differentially Expressed Genes **
**KEGG Pathway**				
	bta01100:Metabolic pathways	<0.001	1.698	*ENO3*, *G6PC*, *PIPOX*, *HSD11B1*, *ADH4*, *ASL*, *PCK1*, *FDPS*, *CPS1*, *TAT*, *HMGCS2*, *UGT2A1*, *ARG2*, *UGT1A1*, *ACOX2*, *EHHADH*, *ALDOC*, *FBP1*, *SAO*, *HSD17B6*, *UGT1A6*, *ASS1*
	bta01130:Biosynthesis of antibiotics	<0.001	2.647	*TAT*, *ENO3*, *ASL*, *HMGCS2*, *PCK1*, *FDPS*, *ARG2*, *ASS1*, *EHHADH*, *ALDOC*, *FBP1*
	bta00010:Glycolysis/Gluconeogenesis	<0.001	3.463	*G6PC*, *ENO3*, *ADH4*, *ALDOC*, *PCK1*, *FBP1*
	bta05204:Chemical carcinogenesis	<0.001	3.289	*UGT1A1*, *HSD11B1*, *ADH4*, *UGT2A1*, *UGT1A6*
	bta03320:PPAR signaling pathway	<0.001	3.289	*APOA5*, *FADS2*, *ACOX2*, *EHHADH*, *ANGPTL4*, *PCK1*
	bta04146:Peroxisome	<0.001	2.885	*PIPOX*, *ACOX2*, *EHHADH*
	bta04974:Protein digestion and absorption	<0.001	2.885	*PRCP*, *DPP4*, *COL1A1*, *COL1A2*,
	bta00350:Tyrosine metabolism	<0.001	3.939	*SAO*, *ADH4*, *TAT*
	bta00980:Metabolism of xenobiotics by cytochrome P450	<0.001	3.286	*UGT1A1*, *HSD11B1*, *ADH4*, *UGT2A1*, *UGT1A6*
	bta00071:Fatty acid degradation	<0.001	3.843	*ADH4*, *EHHADH*
**GO: Biological Process**				
	GO:0006695~cholesterol biosynthetic process	<0.001	7.442	*FDPS*, *APOA5*, *HMGCS2*
	GO:0006958~complement activation, classical pathway	<0.001	5.953	
	GO:0055089~fatty acid homeostasis	<0.001	7.938	
	GO:0002548~monocyte chemotaxis	<0.001	4.106	*CCL14*, *CCL21*, *CCL5*
	GO:0071346~cellular response to interferon-gamma	<0.001	3.638	*CCL14*, *CCL21*, *CCL5*
	GO:0055114~oxidation-reduction process	<0.001	1.696	*SAO*, *HSD17B6*, *FADS2*, *PIPOX*,
	GO:0042593~glucose homeostasis	<0.001	2.492	*G6PC*, *PRCP*
	GO:0070098~chemokine-mediated signaling pathway	<0.001	3.247	*CCL14*, *CCL21*, *CCL5*
	GO:0000050~urea cycle	0.001	8.505	*ARG2*, *CPS1*, *ASL*, *ASS1*
	GO:0030593~neutrophil chemotaxis	0.001	3.040	*CCL14*, *CCL21*, *CCL5*

* Top 10 GO metabolisms and KEGG pathways extracted at *p* < 0.05 are listed. *PIPOX*; pipecolic acid oxidase, *ADH4*; alcohol dehydrogenase 4 (class II), pi polypeptide, *TAT*; tyrosine aminotransferase, *SAO*; amine oxidase, copper containing 3, *PRCP*; prolylcarboxypeptidase, *COL1A1*; collagen type I alpha 1, *COL1A2*; collagen type I alpha 2, *CCL14*; chemokine (C-C motif) ligand 14, *CCL21*; chemokine (C-C motif) ligand 21, *CCL5*; chemokine (C-C motif) ligand 5. ** Differential expression of the listed genes was validated by qPCR (*p* ≤ 0.10).

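Of the genes spelled out for Table 4, PIPOX differed by -0.81 (standard error 0.27, exact permutation p = 0.0571), ADH4 by -1.39 (standard error 0.59, exact permutation p = 0.114) and PRCP by -0.41 (standard error 0.15, exact permutation p = 0.0286), all with limma adjusted p over 0.05. SAO differed by -0.79 (standard error 0.38), CCL14 by -1.72 (standard error 0.96) and CCL21 by -1.08 (standard error 0.45). CCL5 differed by -0.30 (standard error 0.31), COL1A1 by -0.46 (standard error 0.39) and COL1A2 by -0.46 (standard error 0.25). With each fetus left out in turn, SAO ran from -1.17 to -0.58, CCL14 from -2.495 to -1.01 and CCL21 from -1.38 to -0.74. CCL5 then ran from -0.53 to -0.11, COL1A1 from -0.82 to -0.14 and COL1A2 from -0.63 to -0.22. TAT differed by 0.073 by its brightest probe and by -0.28 and -0.51 by its other detected probes, so the direction depends on the probe. AOC3, which the reference table lists apart from SAO, differed by 0.28.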

**Table 5:** Altered fetal liver metabolisms and pathways extracted from upregulated genes *.

Category	Term	*p*-Value	Fold Enrichment	Differentially Expressed Genes **
**KEGG Pathway**				
	bta03008:Ribosome biogenesis in eukaryotes	<0.001	4.8155	
	bta03013:RNA transport	<0.001	2.3926	
	bta00970:Aminoacyl-tRNA biosynthesis	<0.001	3.9018	
	bta05230:Central carbon metabolism in cancer	<0.001	3.0680	*FGFR2*
	bta04141:Protein processing in endoplasmic reticulum	0.001	2.0779	
	bta04066:HIF-1 signaling pathway	0.005	2.2862	
	bta05200:Pathways in cancer	0.013	1.4705	*FGFR2*
	bta05031:Amphetamine addiction	0.015	2.4022	*PPP1R1B*, *ATF4*
	bta04010:MAPK signaling pathway	0.025	1.5492	*FGFR2*, *ATF4*
	bta04978:Mineral absorption	0.028	2.6603	*MT2A*, *MT1A*, *MT1E*
**GO: Biological Process**				
	GO:0006364~rRNA processing	<0.001	4.6384	*RRP9*
	GO:0006457~protein folding	<0.001	*2.9962*	
	GO:0000462~maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA)	<0.001	5.0379	
	GO:0042742~defense response to bacterium	<0.001	2.8497	*CATHL4*, *CATHL3*
	GO:0008542~visual learning	0.001	3.6639	*PPP1R1B*
	GO:0051085~chaperone mediated protein folding requiring cofactor	0.002	8.0148	
	GO:0042254~ribosome biogenesis	0.002	4.1036	
	GO:0008380~RNA splicing	0.004	2.5647	
	GO:0045926~negative regulation of growth	0.005	6.4119	*MT2A*, *MT1A*
	GO:0000470~maturation of LSU-rRNA	0.006	4.8089	

* Top 10 GO metabolisms and KEGG pathways extracted at *p* < 0.05 are listed. *FGFR2*; fibroblast growth factor receptor 2, *PPP1R1B*; protein phosphatase 1 regulatory inhibitor subunit 1B, *ATF4*; activating transcription factor 4, *RRP9*; ribosomal RNA processing 9, small subunit (SSU) processome component, homolog (yeast), *CATHL3*; cathelicidin antimicrobial peptide. ** Differential expression of the listed genes was validated by qPCR (*p* < 0.10).

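Among the genes spelled out for Table 5, ATF4 was 0.48 higher in LN on the log2 scale (standard error 0.16, exact permutation p = 0.0571, limma adjusted p = 0.760), CATHL3 1.39 higher (standard error 0.54, exact permutation p = 0.0857, limma adjusted p = 0.782) and PPP1R1B 0.74 higher (standard error 0.23, exact permutation p = 0.0857, limma adjusted p = 0.760). RRP9 was 0.61 higher (standard error 0.34). FGFR2 was 0.20 higher by the brightest of 6 detected probes (standard error 0.20), and its probes pointed both ways.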

## Data Availability

Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE191179 (http://www.ncbi.nlm.nih.gov/geo).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo12030203/s1, Table S1: Relative levels of detected metabolites in LN and HN fetal liver by CE-TOFMS metabolomics, Table S2: PCR primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

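Fetal liver RNA was measured on Agilent bovine arrays with 4 LN and 4 HN fetuses, at 8.5 months of gestation in the sample labels. The authors deposited scanner output for each array, in which the processed intensity of a spot is background-subtracted and detrended within the array by Feature Extraction 11.0.1.1, with no normalization between arrays. The authors also deposited a table of log2 values for 31068 probes. This table was compared with the scanner values: it holds exactly the probes well above background on all 8 arrays, and quantile normalization of their log2 intensities gives its values to within 0.001. The paper's methods name quantile normalization in GeneSpring GX, and name no background correction, filter or test for the arrays.

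From the intensities, spots marked as outliers and control spots were left out, spots of a probe were averaged on the log2 scale, and arrays were quantile normalized over 43637 probes. A probe was detected when well above background on at least 4 of 8 arrays. Of 27347 probes with a RefSeq mRNA accession, 26699 were matched to a gene of the reference table (assembly ARS-UCD2.0), and other accessions were mostly not matched. The array was designed on the UMD 3.1 build, so no coordinates are given. A gene was represented by its detected probe with the highest mean signal. Among 68 named genes with a detected probe, 43 had more than 1, and for 5 (FGFR2, PDHA1, RPLP0, TAT and UGDH) the probes pointed in both directions. LOC520402, ALDOC and PGM2 had 0 matched probes and were not analysed here. Values of 2 further named genes are not reported here, though the counts include them. A probe that was not well above background on any array of a group has a bound: the bright group's mean is set against the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal.

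LN and HN were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, Benjamini-Hochberg adjustment). Gene lists were tested with camera at a preset correlation of 0.01 when they held at least 5 detected genes, which 38 of 39 did. The lists were written by hand, since no GO or KEGG tables were used here. Genes are named in the text if the paper names them, or if they are among the 5 genes per direction with the largest difference, no overlap between groups and an unadjusted limma p of at most 0.05. Other members of a list are named only with their list. Exact permutation tests used all divisions of 8 fetuses into 4 and 4, which are 35 when a division and its reverse are taken together. The functions were tested on simulated data with 10860 genes and 8 arrays: of 200 genes changed by 1 on the log2 scale between LN and HN, 71.0% were called at an adjusted p of 0.05, and of 200 changed by 2, 94.0% were called, and 4.05% and 1.57% of the calls were of unchanged genes. Of 200 changed by 3, 97.5% were called, and 8.45% of the calls were of unchanged genes, above the 5% that the threshold allows on average. With 0 genes changed, 1 gene list still passed an adjusted p of 0.05. Simulated genes varied independently, unlike real genes. The changed genes were drawn at random, and p was adjusted over 10860 genes in place of 33439 probes. In the data, genes over 2-fold were dimmer, with a median log2 signal of 5.45 against 9.37 for all detected genes. The shares called in the simulation thus need not hold for such genes, and 0 calls in the data do not show that no gene changed.

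DDX3Y, USP9Y and ZFY, on the Y chromosome, were well above background on all 8 arrays, with log2 signals between 6.60 and 9.01. Slide could not enter a model, since each group lay on its own slide.

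The lists and the following alternatives were set before the data were examined: scaling to the 75th percentile, normexp background correction with an offset of 50 (on spot and background medians, since the files hold medians and not means of spot signal), the authors' log2 table, no filter on dim probes, detection on all 8 arrays, eBayes with trend and robust settings, position on the slide as a block, each fetus left out in turn, the mean over a gene's detected probes, a 2-sided Student's test per probe, p with a minimum fold, other list tests (camera with estimated correlation, fry and Fisher's exact test on genes over 1.25-fold, adjusted over both directions) and other clusterings. Those chosen after seeing the data were counting every accession or every probe as a gene, clustering on probes chosen by p alone, Student's test and fold limits on the authors' log2 table, and the brightness of each array as a covariate. The use of more than 2-fold beside p for the clustering was fixed after the probe counts were seen and before any clustering.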

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

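In 8 of 126 groups of 4 fetuses tested, the fetus farthest out was far from the others by Dixon's criterion, where chance gives about 6.3, so the number of such groups is close to chance. Of these groups, 7 are given here. For G6PC1 it was HN fetus L3 at 7.93 against 11.44 to 11.95 in the others, and for PCK1 LN fetus L5 at 6.44 against 7.82 to 8.05 in the others. HSD17B6 had HN fetus L2 at 10.26 against 12.62 to 13.01 in the others, and CPS1 LN fetus L5 at 14.74 against 15.23 to 15.32 in the others. PIPOX had HN fetus L3 at 10.89 against 11.49 to 11.62 in the others, PPP1R1B LN fetus L8 at 4.41 against 5.23 to 5.39 in the others, and AGXT2 LN fetus L9 at 9.76 against 9.20 to 9.24 in the others. L3 and L5 each appear 2 times. No percentage of spots well above background or median signal of an array lay far from its group in this sense, and no other explanation of these values was tested.

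Genes that the paper does not discuss were among the largest differences without overlap between LN and HN. TFF2 was 3.65 higher in LN on the log2 scale, THRSP changed by -2.07, ANO1 by -1.90, ANXA8L1 by -1.54, LOC617374 by 1.70, CH25H by 1.37 and MPO by 1.32. TFF2 was well above background on 4 LN and 0 HN arrays, which makes it at least 3.38-fold higher in LN, and with normexp its difference was 0.49. Normexp also reduced THRSP to -1.28, ANO1 to -0.26, ANXA8L1 to -0.61 and LOC617374 to 0.76. Its offset of 50 shrinks the differences of dim probes by construction. THRSP rests on the brightest of 4 detected probes, and the other 3 differed by -0.27, -0.35 and -0.59. ANO1 was well above background on 1 LN and 4 HN arrays. By limma each had an adjusted p over 0.05 (lowest 0.634 for TFF2). Over all genes, 450 did not overlap between groups where chance gives 2.86%, or 310 genes, but 5 of the 35 divisions of the fetuses into 4 and 4 give 450 or more, so chance cannot be excluded. Spike-in controls, which carry no calf RNA, differed between the slides by at most 0.125 on the log2 scale, against differences of at least 1.32 in size for each of these genes. Spike-in signals were taken before normalization, so that argues only against a shift of a whole slide in the signal before normalization. Quantile normalization removes such a shift in any case, so the spike-ins do not bear on these gene differences. An effect of slide or scan on particular probes cannot be told apart from nutrition, because each group lay on 1 slide. The difference in maternal nutrition stays open as an explanation and was not tested apart from these.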

How the results depend on the processing

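Counting accessions or probes as genes, Student's test and fold limits on the authors' log2 table, and array brightness as a covariate were chosen after seeing the data. By limma, 0 probes passed an adjusted p of 0.05 under every alternative run, and 0 by Student's test, while the numbers at an unadjusted p of 0.05 were 2113 and 2285. Likewise, 0 named genes passed under any alternative, against 25 of 60 at an unadjusted p. The lowest limma adjusted p was 0.118 with brightness as a covariate and 0.1405 without HN fetus L10, and the highest of these lowest values 0.9395, with position on the slide as a block.

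With normexp the counts were 19 genes over 2-fold higher and 16 lower, 411 over 1.25-fold higher and 495 lower, and 1 fetus clustered with the other group. Its offset of 50 lowers the fold counts among dim probes by construction. Scaling to the 75th percentile gave 1433 genes over 1.25-fold lower, and 62.0% of genes over 2-fold were then lower in place of 48.1%. Genes over 2-fold higher numbered 43 in the authors' table, 111 with no filter and 42 when detected on all 8 arrays, where the filter changes the genes counted. Probes at p 0.05 numbered 731 with over 1.5-fold and 169 with over 2-fold, fewer by construction, and 3619 with brightness as a covariate. Clustering on all detected probes left 3 fetuses on the other side. Camera with estimated correlation and fry gave 0 lists in place of 24. Apart from these constructions, the cause was not tested.

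Counting every accession gave 20112 detected, 134 and 120 over 2-fold higher and lower, and 1787 and 1942 over 1.25-fold. Counting every detected probe gave 174, 182, 2773 and 3265 in the same order, while counting every probe of the authors' log2 values gave 113 lower over 2-fold and 2325 and 2577 over 1.25-fold. In that table, Student's test with over 1.5-fold and 2-fold gave 361 and 76 probes, and limma 563 and 120.

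With each fetus left out in turn, probes at p 0.05 ran from 1333 (without HN fetus L10) to 2628, genes over 2-fold lower from 42 to 98 (without HN fetus L3) and named genes at an unadjusted p of 0.05 from 16 (without HN fetus L1) to 27. Some genes changed direction, with log2 differences of -0.022 to 0.12 for TAT, -0.055 to 0.16 for ACO1, -0.77 to 0.12 for HMGCS1, -0.017 to 0.066 for PDHA1, -0.14 to 0.11 for AGXT2, -0.44 to 0.059 for GOT1, -0.22 to 0.042 for UGP2 and -0.11 to 0.0076 for RPLP0. Lists did too, with medians of -0.016 to 0.078 for citrate cycle genes, -0.20 to 0.12 for glucocorticoid response genes, -0.019 to 0.028 for hepatocyte secreted protein genes, -0.14 to 0.039 for bile acid synthesis genes, -0.054 to 0.18 for endothelial genes, -0.063 to 0.033 for oxidative phosphorylation genes, -0.21 to 0.014 for xenobiotic P450 and conjugation genes, -0.28 to 0.026 for macrophage genes, -0.11 to 0.14 for megakaryocyte genes, -0.28 to 0.014 for chemokine ligands, -0.48 to 0.0025 for stellate and fibroblast genes, -0.49 to 0.019 for cholesterol synthesis enzymes and -0.37 to 0.14 for proliferation genes.

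Under other alternatives, TAT was -0.24 as a mean of its probes, and scaling to the 75th percentile turned ACO1 to -0.0025, DLAT to -0.021, RPLP0 to 0.016 and megakaryocyte genes to -0.023. Normexp turned AGXT2 to 0.0084 and hepatocyte secreted protein genes to -0.013, no filter turned chemokine ligands to 0.0082, and brightness as a covariate turned oxidative phosphorylation genes to 0.011. The cause was not tested. Other named genes and lists kept their direction under the alternatives run. Of 18 alternatives, erythroid genes passed the threshold under 8, complement and immediate early genes under 9, cholesterol synthesis and glycolysis under 10, tyrosine metabolism under 11, collagen and cytosolic ribosomal protein genes under 12, and fatty acid degradation, xenobiotic and stellate genes under 13. Lists not past it in the first place passed under 6 (fetal growth), 5 (urea cycle, chemokine ligands), 3 (macrophage, proliferation), 2 (HIF-1 response) and 1 (oxidative phosphorylation). Fisher's exact test on genes over 1.25-fold gave 20 lists: urea cycle, chemokine ligands and HIF-1 response passed by it and not by camera, and collagen, complement, fatty acid degradation, RNA transport, RNA splicing and both ribosomal protein lists by camera and not by it. Slide as a block could not be fitted. No paired analysis was possible because the 2 groups share no fetus numbers. Signal over background limits genes near it: of 129 genes over 2-fold, 85 lay on a probe well above background on all 8 arrays.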

Differences from the paper's values

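The paper reports 237 probes of 201 unique genes at p of 0.05, and the values here are 2113 probes and 1070 genes by limma. Among the alternatives set before the data were examined, requiring more than 2-fold as well gave 169 probes, within 1.5 times the paper's 237, while the genes of these probes numbered 85. The other alternatives did not come within 1.5 times of either number. Chosen after seeing the values, the authors' log2 table with more than 1.5-fold gave 175 genes by Student's test and 269 by limma, within 1.5 times the paper's 201, and its probes numbered 361 and 563.

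For differences over 1.25-fold, the paper gives 1397 genes higher and 1537 lower in LN, and the values here are 849 and 937. Among the alternatives set before the data were examined, no filter on dim probes gave 1181 and 1202, within 1.5 times of both of the paper's values. Scaling to the 75th percentile gave 1433 lower, and leaving out a fetus came within 1.5 times for the higher genes without L6, L8, L1 or L3 and for the lower genes without L5, L8, L1, L2 or L3. The other alternatives set beforehand did not. Chosen after seeing the values, counting every accession as a gene gave 1787 and 1942.

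The paper places DPP4 among the 5 genes that fell most, and by its brightest probe DPP4 ranked 132, with -0.73 on the log2 scale, while 2 dimmer probes gave -1.86 and -2.21. PCK1, also placed there, ranked 7. Among genes higher in LN, CATHL4 ranked 7. TAT, listed with genes lower in LN, was 0.073 higher by its brightest probe.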

Other observations

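The relation with array brightness, the split by brightness and the fit with it as a covariate were tests chosen only after the results were seen.

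Other divisions of the same 8 fetuses into 4 and 4 were compared with the division into LN and HN. Of 35 divisions, 8 gave 2113 or more probes at an unadjusted limma p of 0.05 (median 1174, highest 7383), 6 gave 129 or more genes over 2-fold, 8 gave 1786 or more genes over 1.25-fold, and 2 gave 24 or more gene lists at a camera adjusted p of 0.05 (median 10). Chance cannot be excluded for any of these counts. Clustering on probes chosen by p and fold separated 27 of the other 34 divisions completely, so a complete separation on probes chosen this way does not tell LN and HN from other divisions.

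On all detected probes, the first principal component (33.0% of the variance) set L6, L9 and L3 apart from L5, L8, L1, L2 and L10. It followed the 75th percentile of array signal, with an absolute Pearson's r of 0.829 over 8 arrays (exact permutation p = 0.0193) and an absolute Spearman's rho of 0.786 (exact permutation p = 0.0279), and r was 0.737 without the 2 arrays farthest from the median brightness. These are 2 tests of 1 relation, and each slide holds too few arrays for a value within it. Brightness, which may reflect RNA or labelling, is thus a candidate explanation for this division, found and tested on the same arrays. The 4 brightest arrays (L5, L8, L1 and L2) against the others gave the highest count of probes of all divisions, 7383. With brightness as a covariate, LN against HN gave 3619 probes at an unadjusted limma p of 0.05 and 0 after adjustment, and 16 gene lists.

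The 10 spike-in controls differed between the slides by at most 0.125 on the log2 scale (median 0.0203 in size), where detected probes differed by a median of 0.144. A shift common to a slide is thus small in the spike-in signal, which was not normalized, and quantile normalization removes such a shift in any case. Each group lay on 1 slide, so slide and nutrition cannot be told apart for particular probes.

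Genes over 2-fold were dimmer than others, with a median log2 signal of 5.45 against 9.37 for all detected genes. Dim signal is thus a candidate explanation for part of the largest differences. Of the 129 genes, 85 lay on a probe well above background on all 8 arrays, a share of 65.9% against 95.7% among detected genes, so most of them would stay when only such probes are kept.

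A lower share of hepatocytes in LN liver would lower hepatocyte genes and raise the genes of all other cell types. The median log2 difference was 0.0066 over 27 hepatocyte secreted protein genes, and the fetus scores differed by -0.013 (standard error 0.039, exact permutation p = 0.714). The camera test of this list pointed down while its median and mean were above 0. Most of its genes were very bright, such as TF at 18.41 and ALB at 17.84, against a median of 9.37 for all detected genes. Quantile normalization gives the top ranks the same values on every array, so a modest fall of such genes could go unseen. Medians were 0.90 over 18 granulocyte granule genes (camera adjusted p = 9.46e-06), 0.99 over 18 erythroid genes (camera adjusted p = 0.0205), 0.082 over 21 endothelial genes (camera adjusted p = 0.576), 0.049 over 9 bile duct genes (camera adjusted p = 0.441) and 0.057 over 6 megakaryocyte genes (camera adjusted p = 0.697). They were -0.17 over 21 lymphocyte genes (camera adjusted p = 4.26e-04), -0.26 over 23 stellate and fibroblast genes (camera adjusted p = 0.00709) and -0.090 over 17 macrophage genes (camera adjusted p = 0.0739). Most granulocyte granule genes are also in the antibacterial defence list, so those lists are not separate results. The other cell types moved both ways (5 lists higher, 3 lower), which a lower share of hepatocytes alone would not give, but shifts as large came with 4 of 35 divisions of the fetuses for granulocyte granule genes, 13 for lymphocyte genes and 14 for stellate and fibroblast genes. For the other lists the number was 8 for erythroid, 22 for endothelial, 25 for macrophage, 25 for megakaryocyte, 26 for bile duct and 30 for hepatocyte genes. A lower share of hepatocytes and a change within hepatocytes thus cannot be told apart with 4 fetuses per group and a hepatocyte list of such bright genes. Without LN fetus L5 the median of erythroid genes, no longer past the threshold, was 0.19, and without HN fetus L2 that of stellate and fibroblast genes was 0.0025.

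Further lists had medians of 0.25 over 27 ATF4 response genes (camera adjusted p = 5.23e-04), 0.40 over 15 immediate early genes (camera adjusted p = 0.0442), 0.17 over 17 fetal growth genes (camera adjusted p = 0.0724), -0.050 over 20 glucocorticoid response genes (camera adjusted p = 0.885) and -0.15 over 25 proliferation genes (camera adjusted p = 0.321). They were 0.044 over 81 cytosolic ribosomal protein genes (camera adjusted p = 0.0202), 0.079 over 74 mitochondrial ribosomal protein genes (camera adjusted p = 7.80e-04) and -0.014 over 76 oxidative phosphorylation genes (camera adjusted p = 0.441). None passed under fry or an estimated correlation. Of 35 divisions, a median as large in size came with 1 for ATF4 response, 2 for fetal growth, 8 and 9 for cytosolic and mitochondrial ribosomal proteins, 15 for immediate early, 26 for proliferation, 28 for glucocorticoid response and 29 for oxidative phosphorylation. Without 1 LN fetus, medians were 0.068 for immediate early genes (L8), which then no longer passed, and 0.14 for ATF4 response genes (L6), which did.

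On the arrays, genes of Fig. 4 that are not given elsewhere differed by -0.91 for UGT1A1, -1.08 for UGT1A6, -0.88 for UGT2A1, -0.41 for FDPS, -0.999 for HSD11B1, -1.19 for HSD17B6 and -0.39 for ACOX2. Among genes drawn in Fig. 5, PDHA1 differed by 0.020, DLAT by 0.098, AGXT2 by -0.0022, GPT by -0.48, GOT1 by -0.20, UGP2 by -0.11 and UGDH by 0.23. RPLP0, the internal control of the qPCR, differed by -0.046.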
